# Ontogeny and transcriptional regulation of Thetis cells

**DOI:** 10.1038/s41586-026-10198-z

**Published:** 2026-02-03

**Authors:** Yoselin A. Paucar Iza, Tyler Park, Eliyambuya Baker, Gayathri Shibu, Tilman Hoelting, Greyson Feather, Anushka Yadav, Yollanda Franco Parisotto, Zihan Zhao, Blossom Akagbosu, Marc Elosua Bayes, Logan Fisher, Lucas M. James, Jianping Ma, Benjamin D. Philpot, Behdad Afzali, Christina Leslie, Chrysothemis C. Brown

**Keywords:** Haematopoiesis, Innate immune cells, Mucosal immunology

## Abstract

Thetis cells (TCs) are a recently identified lineage of RORγt^+^ antigen-presenting cells comprising four subsets, TC I to TC IV, including a tolerogenic subset (TC IV) that instructs tolerance to gut microbiota and food antigens^1–6^. A developmental wave of TCs during early life creates a crucial window of opportunity for establishing intestinal tolerance^1,5^. The ontogeny of TCs and the cues that shape their abundance and heterogeneity remain unknown, however, limiting efforts to harness their therapeutic potential. Here we identify a population of RORγt^+^ progenitors, termed Thetis–lymphoid tissue inducer progenitors (TLPs), that give rise to the immediate TC progenitor (TCP) and the lymphoid tissue inducer (LTi) progenitor (LTiP), and identify PU.1 as the transcription factor that governs TC fate. Despite transcriptional similarity to myeloid-derived conventional dendritic cells, we show that TCs descend from the common lymphoid progenitor. Deletion of the plasmacytoid dendritic cell (pDC) lineage-determining transcription factor TCF4 expands TLPs and TCs, indicating a shared developmental branch with pDCs. TLPs are enriched in fetal liver, but, unlike LTi cells, TCs emerge postnatally, indicating that developmentally timed environmental cues promote TCP differentiation. We identify one such cue, RANKL provision by lymphoid tissue organizer cells, that is essential for TC I differentiation. Together, these findings define the ontogeny of TCs and the transcription factors that promote TC differentiation and heterogeneity, facilitating future investigations of these enigmatic cells and their therapeutic potential for tolerance induction in food allergy and autoimmunity.

## Abstract (web summary)

A study of antigen-presenting cells called Thetis cells sheds light on their development and transcriptional regulation in mice, which has implications for the tolerance of gut microbiota and food antigens.

## Main

Antigen-presenting cells (APCs) determine the nature of the immune response, initiating diverse inflammatory T cell responses to pathogens or tolerance to self and innocuous foreign antigens. This functional versatility is achieved by distinct subsets of specialized APCs. Conventional dendritic cells (cDCs) dominate current frameworks of APC-directed T cell differentiation^7,8^, but several cell types express major histocompatibility complex class II (MHCII), including B cells, monocytes, macrophages, pDCs and RORγt^+^ LTi cells, with RORγt^+^ LTi cells having uncertain roles in T cell priming and being known mainly for their central role in lymph-node organogenesis^9^. The distinct developmental origins of these APC lineages, spanning both myeloid and lymphoid progenitors, enable precise spatiotemporal regulation of the APC landscape across tissues and developmental stages. Adding to this repertoire, studies have identified a group of RORγt^+^ APCs, referred to here as TCs, that encompasses four subsets (TC I–IV) that are transcriptionally distinct from RORγt^+^MHCII^+^ LTi cells^1–5,7,10–12^. Although the exact roles of TC I–III remain largely unknown, TC IV has an essential role in establishing tolerance to gut microbiota and food antigens by promoting peripherally induced regulatory T (pT_reg_) cells^1–6^, highlighting the therapeutic potential of TCs in food allergy, autoimmunity and transplantation.

TCs emerge in a developmental wave, most prominently in gut lymph nodes at the time of weaning^1,2,5,11,13^, ensuring enriched representation of tolerogenic APCs during the first encounters with microbiota and dietary antigens and indicating that TC abundance could determine the window of opportunity for enhanced intestinal pT_reg_ cell differentiation^5,14–16^. Understanding the pathways and environmental cues that drive TC differentiation could provide insights into how intestinal tolerance is regulated and reveal avenues to increase TC abundance and harness their immunoregulatory function in adults. At present, the ontogeny of TCs and their developmental pathways are not known. Named for their unusual hybrid phenotype, TCs display transcriptional features of both cDCs and AIRE-expressing medullary thymic epithelial cells (mTECs), including AIRE expression in TC I and TC III^1,7^. Recent studies have proposed reclassifying TCs as dendritic cells, termed RORγt^+^ DCs^2^ or tolerizing DCs^3^, while others have suggested that TCs belong to the family of RORγt^+^ type 3 innate lymphoid cells (ILC3s), along with LTi cells^17^. However, ontogenetic analyses have established that TCs are derived from neither the common dendritic cell progenitor (CDP)^1,2,5,6^ nor the ILC progenitor (ILCP)^1^, underscoring the need to define their developmental origin and lineage relationships.

## TC progenitors are enriched in fetal liver

Given their transcriptional overlap with AIRE^+^ mTECs, we first sought to establish whether all TC subsets are haematopoietic in origin. To address this, we generated bone marrow (BM) chimeras with CD45.2 and CD45.1 mice (Fig. 1a). Analysis of mesenteric lymph nodes (mLNs) 4 weeks after irradiation and transfer of CD45.2 donor cells confirmed the presence of all TC subsets among CD45.2 cells (Extended Data Fig. 1a,b). Conversely, host CD45.1^+^ TC subsets were almost completely absent, despite efficient generation of TCs in reciprocal chimeras with donor CD45.1 BM (Extended Data Fig. 1c), demonstrating that TCs are radiosensitive haematopoietic cells. The developmental window for TCs in early life prompted us to examine whether fetal liver (FL) might also be a source of TC progenitors. Indeed, analysis of FL chimeras 4 weeks after reconstitution demonstrated the presence of all of the TC subsets among CD45.2 cells in mLN (Extended Data Fig. 1d,e). Strikingly, TCs, as well as LTi cells, were more abundant in mice reconstituted with FL than BM cells (Fig. 1b and Extended Data Fig. 1f), and this increase in cell number was not observed for other innate cell types, such as pDCs and cDCs (Extended Data Fig. 1f), indicating that FL is enriched in a progenitor with TC differentiation potential. To determine when TCs first arose, we examined *Rorc*^*Venus-creERT2*^ (hereafter *Rorc*^*Venus*^) mice and found that TCs were first detectable within the mLN at postnatal day 4 (P4) (Fig. 1c).

**Fig. 1:**
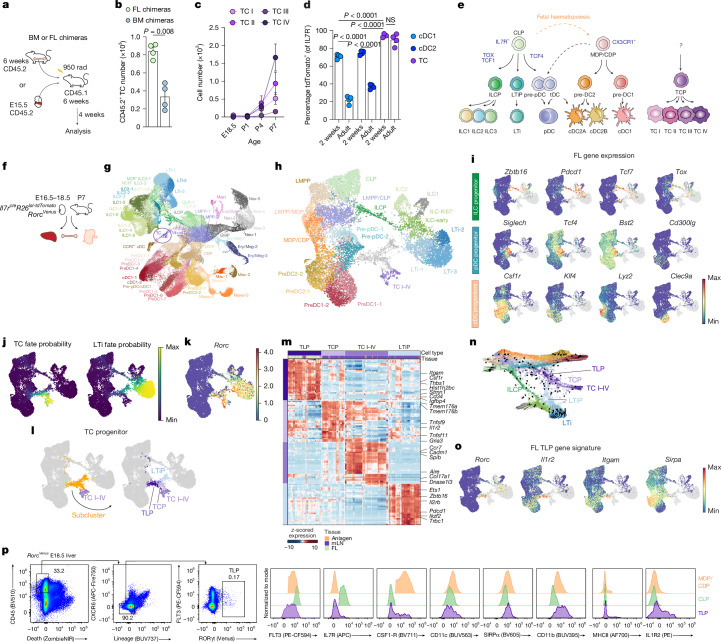
Identification of the TC progenitor. **a**, Schema for BM and FL chimeras. **b**, Number of CD45.2^+^ TCs in FL and BM chimeras, as in **a** (*n* = 4 mice per group). **c**, Number of TC I–IV in mesenteric anlagen or mLNs at the indicated ages (*n* = 5 mice for E18.5 and *n* = 6 mice for all other time points). **d**, Frequency of tdTomato-labelled cDCs or TCs isolated from mLN of 2- or 9-week-old *Il7r*^*cre*^*R26*^*lsl-tdTomato*^ mice (*n* = 4 per group). Each symbol represents an individual mouse. **e**, Schematic representation of the classical model of haematopoiesis. **f**, Schema for scRNA-seq on IL7R fate mapped and RORγt^+^ cells during FL and early postnatal haematopoiesis. **g**, Uniform manifold approximation and projection (UMAP) of 101,192 cells, as in **f**, coloured by cluster annotation. The TC cluster is circled in purple. NCR^+^ ILC3, natural cytotoxicity receptor-positive ILC3; Mono, monocyte; Mac, macrophage; Neu, neutrophil/granulocyte progenitor; Eos/Bas, eosinophil/basophil progenitor; Ery/Meg, erythroid/megakaryocyte progenitor; GMP, granulocyte-monocyte progenitor. **h**, UMAP embedding of 14,581 FL progenitors, TCs and ILCs subsetted from **f** and coloured by cluster annotation. **i**, UMAP with FL-derived cells coloured by unimputed expression of the indicated progenitor genes. Non-FL-derived cells are coloured in grey. **j**, UMAP coloured by TC fate probability or LTi fate probability. **k**, UMAP coloured by unimputed expression of *Rorc* (right). **l**, Subclustering of cells with high TC fate probability, shown in orange. **m**, Heatmap showing scaled, imputed expression of the top 20 differentially expressed genes (one versus the rest, fold change (FC) > 1.5, adjusted *P* < 0.01) for TLP, TCP, LTiP and TC I–IV clusters. **n**, Force-directed layout of cells as in **h**, coloured by cluster annotation. Arrows and lines represent the direction of expected cell-state transitions inferred from the CellRank transition matrix, showing progression or progenitor cells towards terminal states. **o**, UMAP coloured by unimputed expression of TLP signature genes. **p**, Flow-cytometry identification of TLP and expression of TLP markers by indicated progenitors in E18.5 FL from *Rorc*^*Venus*^ mice. Representative of *n* = 4 mice. Data in **a**–**c** are representative of 2–3 independent experiments; data in **p** are representative of more than 10 independent experiments. Each symbol represents an individual mouse. Error bars: mean ± s.e.m.; two-tailed unpaired *t*-test **(b**) or two-way analysis of variance (ANOVA; **d**). Source data

The classical model of haematopoiesis describes the progressive differentiation of haematopoietic stem cells (HSCs) into lymphoid- or myeloid-restricted progenitors. Whereas cDCs are descended from CX3CR1^+^ myeloid progenitors^18,19^, pDCs arise from distinct CX3CR1^+^ pre-pDC progenitors, which are reportedly descended from the common lymphoid progenitor (CLP)^20–22^, although this is debated^23,24^. To determine the ontogeny of TCs, we first analysed *Il7r*^*cre*^*R26*^*lsl-tdTomato*^ mice in which IL7R^+^ progenitors, including CLPs and pre-pDCs, and their descendants, are labelled^25^. Given that FL CLPs retain myeloid potential and thus contribute to cDC differentiation during early life^26,27^, we analysed both young (2 weeks old) and adult (9 weeks old) mice. Around 75% of cDCs were tdTomato^+^ in 2-week-old mice, declining to 20–40% in adult mice (Fig. 1d). By contrast, despite only around 16% of TCs expressing IL7R (Extended Data Fig. 2a), we observed almost universal expression of tdTomato by IL7R^−^ TCs in both age groups (Fig. 1d), with uniform labelling across TC I–IV subsets (Extended Data Fig. 2b), indicating that TCs are derived exclusively from an IL7R^+^ progenitor, regardless of developmental stage. Unlike early-life CLP-derived cDCs, which still passed through an intermediate CX3CR1^+^ myeloid progenitor, as shown by more than 90% labelling in P14 *Cx3cr1*^*cre*^*R26*^*lsl-tdTomato*^ mice (Extended Data Fig. 2c), TCs exhibited similar labelling to lymphoid cells such as T cells and ILCs (about 60%). Taken together, these data indicate that TCs arise from an IL7R^+^ progenitor that is enriched in FL.

## Identification of the TC progenitor

To determine the identity of the immediate TC progenitor and delineate the developmental hierarchy of ‘TC-poiesis’ (Fig. 1e), we performed single-cell RNA-sequencing (scRNA-seq) on Lin^−^ IL7R fate-mapped and Lin^−^RORγt(Venus)^+^ cells from *Il7r*^*cre*^*R26*^*lsl-tdTomato*^ and *Rorc*^*Venus*^ mice, respectively. Cells were isolated from FL, BM and mesenteric anlagen at embryonic days 16.5 to 18.5 (E16.5–18.5), and from liver, BM and mLN at P7, to identify all of the potential sites and stages of TC development (Fig. 1f, Supplementary Fig. 1 and Supplementary Table 1). Notably, BM Lin^−^RORγt(Venus)^+^ cells were almost undetectable and were not captured. Cells were barcoded and fixed, enabling simultaneous RNA profiling and post-hoc identification of cells according to age and tissue of origin (Extended Data Fig. 3a). We retained 101,192 cells following quality control. Unsupervised clustering revealed the full repertoire of haematopoietic progenitors, defined by canonical genes (Fig. 1g and Extended Data Fig. 3b), Among these, *Il7r* expression was observed in CLPs and a fraction of lymphoid myeloid-primed progenitors (LMPPs; Extended Data Fig. 3c), consistent with data from adult BM progenitors^25^. Flow cytometry of P10 *Il7r*^*cre*^*R26*^*lsl-tdTomato*^ spleen demonstrated labelling across granulocyte and myeloid lineages (Extended Data Fig. 3d), confirming the multipotent nature of early-life CLPs.

To obtain a more granular picture of TC development, we subclustered FL LMPPs, CLPs, monocyte dendritic progenitors (MDPs), CDPs and ILCPs alongside the earliest ILC and TC clusters in mesenteric anlagen and mLN, respectively (Fig. 1h,i and Extended Data Fig. 3e,f), and applied CellRank 2 for reconstruction of cell-fate trajectories^28^. This revealed distinct developmental trajectories for ILCs, LTi cells, cDCs and TCs (Extended Data Fig. 3g). ILCPs expressing the canonical genes *Zbtb16*, *Pdcd1*, *Tox* and *Tcf7* emanated from a CLP/LMPP cluster, whereas preDC1s and preDC2s arose from MDP/CDP cells. Two clusters expressing the signature pre-pDC genes *Siglech*, *Bst2* and *Tcf4* emanated from LMPP/CLP cells. Although this signature is also characteristic of ontogenically related transitional DCs (tDCs), which give rise to cDC2s by a non-canonical developmental pathway^21,22,29–31^ (Fig. 1e), these clusters lacked expression of the tDC marker *Cd300lg*^22^ (Fig. 1i).

As well as these known progenitors, we identified a heterogeneous RORγt^+^ cluster that included FL cells with an increased probability of assuming TC fate (Fig. 1j,k). To gain finer resolution, we subclustered these cells into three clusters (Fig. 1l). Two clusters largely derived from mLN (Fig. 1m). Of these, one exhibited low TC fate probability and aligned transcriptionally with ILCPs (Fig. 1j and Extended Data Fig. 3e), including expression of *Zbtb16* and *Pdcd1* (Fig. 1m), indicating that these cells represent the previously described RORγt^+^ LTiPs^32–34^. The second mLN-derived cluster aligned transcriptionally with TCs and exhibited high TC fate probability (Fig. 1j and Extended Data Fig. 3e), indicating that these cells represent the elusive immediate TCP. The remaining cluster, comprising FL cells, aligned transcriptionally with TCs; however, pseudotime analysis predicted that these cells represented the precursors to both LTiPs and TCPs (Fig. 1j,n), so we named these cells Thetis–lymphoid tissue inducer progenitors (TLPs). Consistent with previous reports of separate developmental origins for LTiPs and ILCPs^32,35–38^, the predicted differentiation pathway of CLP → TLP → LTiP → LTi cells was distinct from the trajectory of CLP → ILCP → ILC subsets (Fig. 1n). TLPs did not express *Thy1* (CD90) or *Cxcr6* (Extended Data Fig. 3h), which are markers previously associated with FL LTiPs. Instead, these genes were expressed by more terminally differentiated FL ILC3 and LTi cells (Extended Data Fig. 3h). TLPs expressed *Il1r2*, *Itgam*, *Sirpa* and *Csf1r*, as well as stem-like (*Cd34* and *Igfbp4*) and cell proliferation (*Stmn1*) genes, and low levels of MHCII (*H2ab1*) (Fig. 1m,o and Extended Data Fig. 3e), consistent with their progenitor identity. Flow cytometry of Lin^−^CXCR6^−^ cells in the FL of *Rorc*^*Venus*^ mice confirmed the presence of RORγt(Venus)^+^ cells expressing TLP markers (Fig. 1p).

Distinguishing genes for the immediate TCP included *Il1r2*, *Gria3*, *Tmem176a/b* and *Tnfsf11* (Fig. 1m), closely resembling the signature of a cluster of ‘early’ TCs, distinct from TC I–IV, identified in our previous scRNA-seq on TCs (CXCR6^−^RORγt^+^MHCII^+^) from different lymph nodes of P14 *Rorc*^*Venus*^ mice^5^ (Extended Data Fig. 4a). Indeed, projection of the early-TC signature onto our progenitor UMAP demonstrated enrichment in the TCP cluster (Extended Data Fig. 4b), establishing the presence of TCPs across all lymph nodes.

Overall, these findings identified previously uncharacterized RORγt^+^ TC progenitors at distinct stages of differentiation in FL and lymph nodes, and indicate that there is a common developmental pathway for TCs and LTi cells that is distinct from the ILC pathway.

## Establishing precursor–progeny relationships

To establish a strategy for prospective TCP isolation, we performed Smart-seq3 (SS3) on CXCR6^−^RORγt(Venus)^+^MHCII^+^ cells from mLNs of 2-week-old *Rorc*^*Venus*^ mice (Supplementary Fig. 2). Unsupervised clustering and analysis of gene signatures confirmed the presence of TC I–IV, Ki67^+^ TC, TCP, LTiP and LTi clusters (Fig. 2a,b and Extended Data Fig. 4c). Index-sorting analysis validated our gating strategy for TC I–IV subsets (Extended Data Fig. 4d), used throughout this study, and revealed that both TCPs and LTiPs could be distinguished from other TC subsets by the lack of NCAM1 and EpCAM expression (Fig. 2c and Extended Data Fig. 4e). Among NCAM1^−^EpCAM^−^ cells, around 40% represented TCPs or TCPs at early stages of differentiation (early TCs; Extended Data Fig. 4f). Distinguishing genes for LTiPs versus TCPs included *Pdcd1* and *Il1r2*, respectively (Fig. 2b). Flow cytometry of RORγt^+^CXCR6^−^NCAM1^−^EpCAM^−^ cells confirmed mutually exclusive expression of IL1R2 and PD1 (Fig. 2d and Extended Data Fig. 4g), and showed that about 40% of these cells were Ki67^+^ (Extended Data Fig. 4h).

**Fig. 2:**
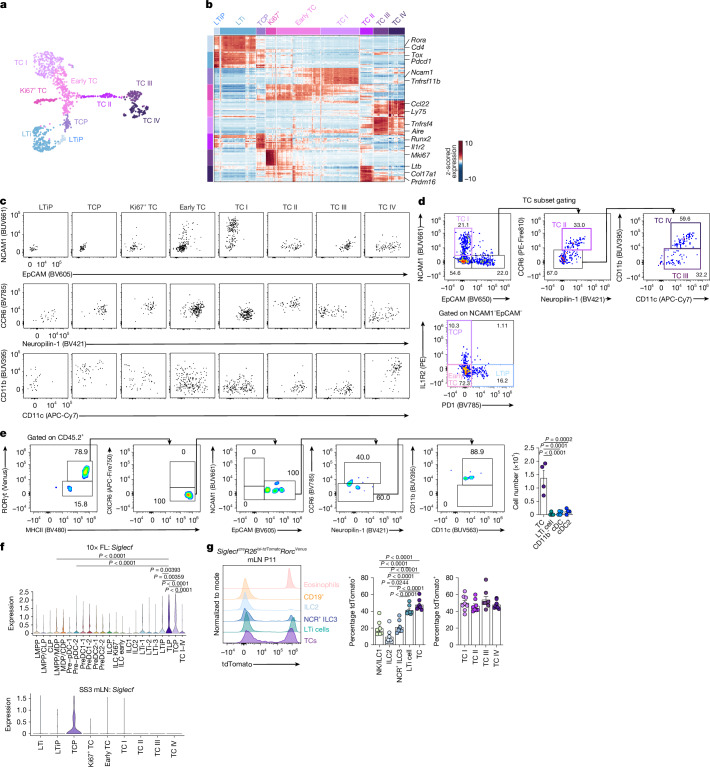
Establishing precursor–progeny relationships for TLP and TCP. **a**, UMAP of 1,138 Lin^−^CXCR6^−^RORγt^+^MHCII^+^ cells from the mLN of 2-week-old *Rorc*^*Venus*^ mice profiled by SS3. **b**, Heatmap reporting scaled, imputed expression of the top 20 differentially expressed genes for each cluster (one versus the rest, FC > 1.5, adjusted *P* < 0.01). **c**, Index sorting flow cytometry of cells in TC clusters identified in **a**. **d**, Flow plots for identification of TCP and TC I–IV subsets. Representative of *n* = 3 mice. **e**, TCPs and early TCs from the mLN of P11–12 *Rorc*^*Venus*^ mice were cultured ex vivo on mLN slices from 2–3-week-old CD45.1 mice. Representative flow cytometry of CD45.2^+^ progeny at 24 h and summary bar graph of cell numbers recovered for indicated cell types are shown (*n* = 4 mice). **f**, Expression of *Siglecf* in FL and TC progenitor clusters identified in Fig. 1h or mLN clusters in **a**; SS3. **g**, Expression of tdTomato in indicated cell types in mLN of P11 *Siglecf*^*cre*^*R26*^*lsl-tdTomato*^*Rorc*^*Venus*^ mice (*n* = 8) and summary graph of frequency of tdTomato^+^ cells among the indicated cell types (NCR^+^ ILC3, natural cytotoxicity receptor^+^ ILC3). Each symbol represents an individual mouse. Data in **d** are representative of three independent experiments; data in **e** are pooled from two independent experiments; data in **g** are representative of two independent experiments. Each symbol represents an individual mouse. Error bars: mean ± s.e.m.; one-way ANOVA (**e**–**g**). All *P* values are indicated on the corresponding graphs. Source data

We next sorted RORγt(Venus)^+^CXCR6^−^NCAM1^−^EpCAM^−^PD1^−^ cells, encompassing IL1R2^+^ TCPs and IL1R2^−^ early TCs, from mLNs of P11–12 *Rorc*^*Venus*^ mice (Extended Data Fig. 4i), and cultured them on mLN slices from 2–3-week-old CD45.1 mice, to recapitulate the physiological environment for TC differentiation (Extended Data Fig. 4j). After 24 h, most of the CD45.2^+^ cells were RORγt(Venus)^+^ MHCII^+^CXCR6^−^ and had acquired TC II–IV features, including EpCAM and CD11c expression (Fig. 2e). Crucially, TCP cultures failed to generate CXCR6^+^ LTi cells or CD11c^+^MHCII^+^ cDC subsets, demonstrating restricted TC differentiation potential. Together, these data identify the transcriptional and molecular features of TCPs and establish the TCP as the immediate common progenitor for TCs.

We next tested whether the putative TLP population represented the precursors to TCPs and LTiPs. Differential gene expression analysis of the TLP, TCP and LTiP clusters (Fig. 1l) identified *Siglecf* expression in TLPs and TCPs, but not in LTiPs or TC I–IV (Fig. 2f and Supplementary Table 2), a finding confirmed by orthogonal analysis of SS3-derived TCP and LTiP clusters (Fig. 2f) and flow cytometry of FL TLPs (Extended Data Fig. 4k). Apart from granulocyte progenitors and a small proportion of pre-DCs, *Siglecf* was not expressed by candidate TC and LTi precursor cell types in the FL and BM (Fig. 2f and Extended Data Fig. 4l), indicating the utility of *Siglecf*^*cre*^ for tracing the progeny of TLPs and TCPs. Notably, we found that around 40–50% of LTi cells and TC I–IV subsets were tdTomato^+^ in the mLN of P11 *Siglecf*^*cre*^*R26*^*lsl-tdTomato*^*Rorc*^*Venus*^ mice (Fig. 2g and Extended Data Fig. 4m), compared with around 10–20% of ILC subsets.

Overall, these results indicate that TCs and LTi cells are descended from FL RORγt^+^ TLPs, which give rise to progenitors in the lymph nodes with restricted TC or LTi differentiation potential.

## TCs arise from the CLP

Because TLPs and TCPs were mainly IL7R^−^ (Fig. 1p and Extended Data Fig. 5a), IL7R fate mapping in TCs reflected descendancy from an upstream IL7R^+^ progenitor. Analysis of FL progenitors (Fig. 1h) revealed *Il7r* expression by CLPs, a mixed LMMP/CLP cluster and pre-pDCs (Extended Data Fig. 5a), the last of which potentially included tDCs, owing to their transcriptional similarity. The established CLP origin of LTi cells^26,39,40^ indicated that TLPs were CLP-derived. However, because TCs have been described as DCs, based on transcriptomic similarity^2,3,11,41^, we sought to determine whether TC development proceeds through a CLP → TLP → TCP pathway or through cDC progenitors, either canonical myeloid CDPs or lymphoid-derived tDCs (Fig. 1e). We therefore established stringent gating strategies for FACS isolation of FL CLPs (Lin^−^FLT3^+^IL7R^+^CSF1R^−^Ly6D^−^CD27^+^), pre-pDC/tDCs (Lin^−^FLT3^+^CSF1R^−^Siglec-H^+^) and MDP/CDPs (Lin^−^FLT3^+^IL7R^−^CSF1R^+^MHCII^−/lo^) from E17.5–18.5 *Rorc*^*Venus*^ mice, informed by our analysis of FL progenitors (Fig. 1i and Extended Data Fig. 5b,c) and previously refined CLP definitions^42^. The CD45.2^+^ progenitors were transferred into non-irradiated CD45.1 P2 mice and analysed 6 days later (Fig. 3a). Only CLP transfers generated TCs in spleen (Fig. 3b,c), whereas MDP/CDPs yielded cDC1, cDC2 and monocytes, and pre-pDC/tDC progenitors produced pDCs and cDCs (Fig. 3b,c). In mLN, CLP similarly generated TCs, encompassing all four subsets (Extended Data Fig. 5d), but insufficient recovery precluded analysis of pre-pDC/tDC or MDP/CDP progeny. Given the low recovery of tDC/pre-pDC progeny, to definitively exclude a precursor–progeny relationship between pre-pDC/tDCs and TCs, we examined *Tcf4*^*STOP*^ mice lacking expression of TCF4 (E2-2), the crucial transcription factor required for pDC and tDC development^30,43^. Unexpectedly, TLP numbers were increased in FL of E18.5 *Tcf4*^*STOP/STOP*^ mice (Fig. 3d), indicating that TCs are not derived from either pre-pDCs or tDCs, and instead indicating a role for TCF4 in restraining TLP cell fate.

**Fig. 3:**
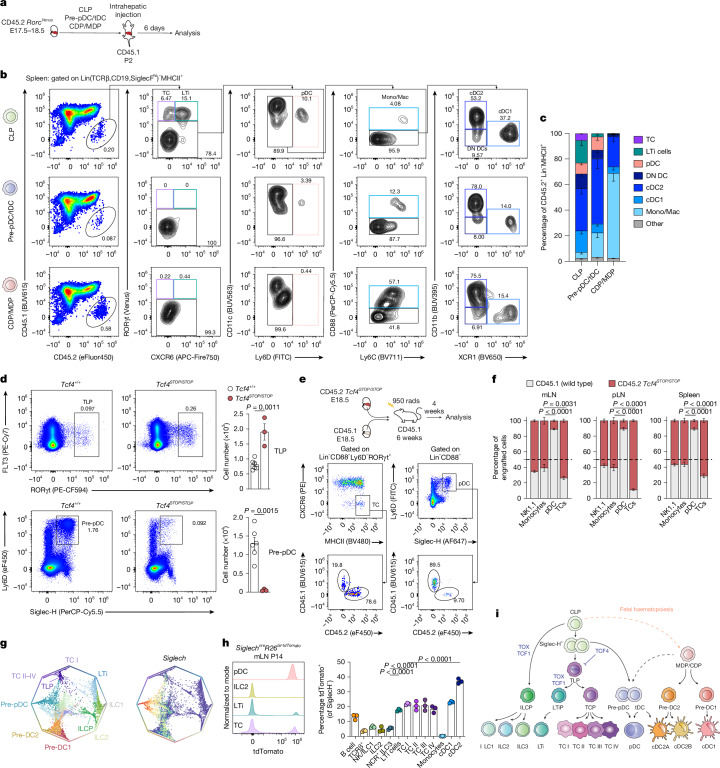
TCs are derived from the CLP. **a**, Schema for adoptive transfer of FL progenitors into neonatal recipients. **b**, Flow cytometry of splenic Lin^−^CD45.2^+^ APCs, 6 days after transfer of CLPs (top), pre-pDC/tDCs (middle) or CDP/MDPs (bottom) into CD45.1 P2 recipients. **c**, Frequency of APC subsets among splenic Lin(CD19, TCRβ, Siglec-F^hi^)^−^CD45.2^+^MHCII^+^ cells, 6 days after transfer (*n* = 6 CLP recipients, *n* = 6 pre-pDC/tDC recipients and *n* = 3 MDP/CDP recipients). **d**, Representative flow plots and summary graphs for the absolute number of pre-pDCs and TLPs in E18.5 FL of *Tcf4*^*STOP/STOP*^ (*n* = 3) and littermate wild-type (*n* = 6) mice. **e**, Competitive chimeras were generated with a 1:1 mix of CD45.2^+^ *Tcf4*^*STOP/STOP*^ and CD45.1 wild-type E18.5 FL transplanted into lethally irradiated CD45.1 recipients and analysed 4 weeks later (*n* = 5 recipient mice). Representative flow plots of pDCs and TCs in mLN. **f**, Proportion of CD45.2 and CD45.1 cells among indicated cell types in mLNs, skin-draining pLNs and spleen (*n* = 5 mice). **g**, Polygon plot demonstrating cell-fate probabilities for the cells in **h**. Each dot is a cell and its position indicates the probability of reaching the terminal states on the vertices. Cells are coloured by cluster annotation (left) or expression of *Siglech* (right). **h**, Frequency of tdTomato^+^ cells among the indicated cell types in mLNs of P14 *Siglech*^*cre*^*R26*^*lsl-tdTomato*^ mice (*n* = 3). **i**, Schema delineating haematopoiesis and TC ontogeny based on our findings. Data in **c** are pooled from six independent experiments; data in **d**–**f** and **h** are representative of 2–3 independent experiments. Each symbol represents an individual mouse. Error bars: mean ± s.e.m.; two-way ANOVA (**d** and **f**) or one-way ANOVA (**h**). All *P* values are indicated on the corresponding graphs. Source data

To examine a cell-intrinsic role for TCF4 in suppressing TC development, we generated competitive mixed CD45.1/*Tcf4*^*STOP/STOP*^ FL chimeras (Fig. 3e), circumventing postnatal lethality in TCF4-null mice^44^. In line with our previous findings, TC subsets were preferentially derived from TCF4-deficient FL (Fig. 3e,f and Extended Data Fig. 5e), suggesting that TLPs and pre-pDCs arise from a shared progenitor, with TCF4 expression determining the bifurcation in cell fate. Notably, our earlier CellRank 2 analysis of cell-fate trajectories predicted that CLP-derived IL7R^+^SiglecH^lo/int^ cells are precursors of both TLPs and pre-pDCs (Fig. 3g). To test this idea, we used *Siglech*^*cre*^*R26*^*lsl-Tdtomato*^ mice and found an almost identical frequency of labelled cells (around 20%) among LTi cells and TC subsets in P14 mLN, compared with about 5% labelling in ILCs (Fig. 3h), resolving the enigmatic origins of both TC and LTi cell precursors (Fig. 3i).

As well as transcriptional similarity with DCs, impaired differentiation of TCs in *Flt3l*^−/−^ mice could be interpreted as potential DC identity, despite similar defects being found in lymphoid lineages including ILCs and LTi cells^11,45–47^. Notably, although around 40% of TLPs express FLT3 (Extended Data Fig. 6a), this was not maintained in mLN TCP or TC subsets (Extended Data Fig. 6b). Inducible FLT3 activation in neonatal or adult R26:FlpoERT2 *Flt3*^*Frt-ITD*^ mice increased TC numbers by around 2–4-fold in mLNs and skin-draining peripheral LNs (pLNs), but did not affect splenic TCs, despite robust expansion of cDCs and pDCs (Extended Data Fig. 6c). Thus, FLT3 regulation of TCs is LN dependent and modest relative to its role in DCs.

Overall, although rare IL7R^+^ myeloid-primed pathways cannot be excluded, CLP transfers yielding TCs, alongside exclusion of tDC or CDP origin, indicate that TCs are a lymphoid-restricted lineage, developmentally distinct from cDCs.

## RORγt is dispensable for TCP specification

We next sought to identify the transcription factors that instruct TC fate, first focusing on RORγt, the defining marker of TCs and their immediate progenitors. As well as the established RORγt dependency of LTi cells^9^, previous studies that used mice deficient for the +7-kilobase *Rorc* enhancer or *Cd11c*^*cre*^*Rorgt*^*fl/fl*^ mice revealed impaired differentiation of TC II–IV (termed tolDC or RORγt^+^ DC II–IV), but TC I remained unaffected^2,3^. Preservation of TC I in these models could reflect alternative *Rorc* enhancer usage (Extended Data Fig. 7a) and variable expression of CD11c (Fig. 2c), leaving the broader role of RORγt in TC lineage specification unresolved. Analysis of RORγt protein in TC progenitors and subsets from E18.5 FL and P18 mLN of C57Bl/6 J mice revealed lowest expression in FL TLPs (Fig. 4a) with mLN TCPs spanning RORγt^lo^ to RORγt^hi^ cells, indicating progressive RORγt upregulation during TC development. Of the TC subsets, TC I expressed the lowest levels of RORγt, comparable to TLP, prompting closer examination of RORγt expression in TC I. Of the Lin^−^MHCII^+^ cells, TC I was distinguishable from cDCs by NCAM1 expression. Surprisingly, we found that around 40–50% of Lin^−^MHCII^hi^NCAM1^+^ cells in mLN of P14 *Rorc*^*Venus*^*Aire*^*GreenLantern*^ mice lacked expression of RORγt(Venus) (Extended Data Fig. 7b). SS3-seq on RORγt(Venus)^−^NCAM1^+^MHCII^+^ cells confirmed their identity as bona fide TC I (Extended Data Fig. 7c). Analysis of *Rorc*^*Venus*^*Rorgt*^*cre*^*R26*^*lsl-tdTomato*^ fate-mapping mice demonstrated that most RORγt^−^ TC I lacked tdTomato expression (Extended Data Fig. 7d), indicating that the level or duration of RORγt expression in TLPs and TCPs is not sufficient to induce labelling of their RORγt^−^ TC I progeny. Given the low levels of RORγt in TC progenitors and TC I, we wondered whether RORγt was required for their differentiation. Analysis of E18.5 *Rorgt*^*GFP/GFP*^ (RORγt-null) mice revealed a modest increase in GFP^+^ TLP numbers relative to *Rorgt*^*GFP/+*^ mice (Fig. 4b), indicating that RORγt is dispensable for TLP specification. To circumvent the LN deficiency in *Rorgt*^*GFP/GFP*^ mice and assess TCP differentiation, we generated competitive CD45.2 *Rorgt*^*GFP/GFP*^ and CD45.1/2 *Rorc*^*Venus*^ BM chimeras, which yielded rare CD45.2^+^GFP^lo^ TCs, encompassing NCAM1^−^EpCAM^−^ TCPs or NCAM1^+^ TC I (Extended Data Fig. 7e,f). These findings demonstrate a graded requirement for RORγt in TC development, with progressive upregulation and dependence from RORγt^lo^ TLPs, TCPs and TC I to RORγt^hi^ TCPs and TC II–IV cells.

**Fig. 4:**
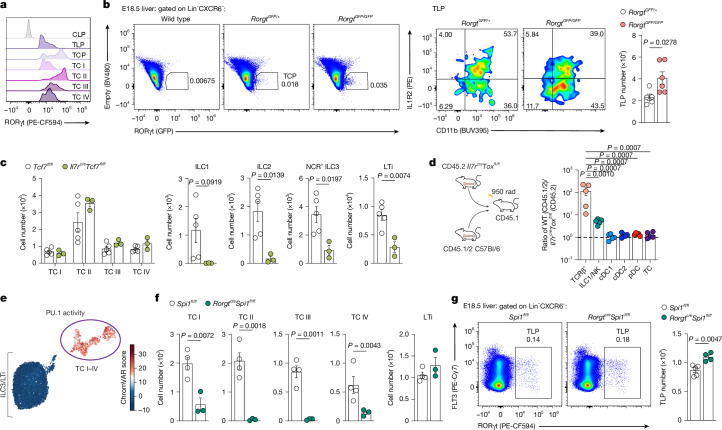
PU.1 is required for TC I–IV differentiation. **a**, Flow cytometry of RORγt expression among TC subsets from mLNs of P18 or TLPs from FL of E18.5 C57Bl/6 mice. Representative of *n* = 4 mice. **b**, Flow cytometry of GFP^+^ (RORγt ‘wannabe’) TLPs in FL of E18.5 *Rorgt*^*GFP/GFP*^ mice (*n* = 5) or littermate *Rorgt*^*GFP/+*^ controls (*n* = 6), and summary graph of TLP cell numbers. **c**, Number of TCs and ILCs in mLNs of 2-week-old *Il7r*^*cre*^*Tcf7*^*fl/fl*^ mice (*n* = 5) or littermate controls (*n* = 3). **d**, Mixed BM chimeras were generated with a 1:1 mix of CD45.2^+^ *Il7r*^*cre*^*Tox*^*fl/fl*^ and CD45.1/2 wild-type BM transplanted into lethally irradiated CD45.1 recipients and analysed 4 weeks later. The ratio of CD45.1.2 wild-type cells to CD45.2 Tox-deficient cells among indicated cell types is shown. **e**, UMAP of RORγt^+^MHCII^+^ cells profiled by scRNA/ATAC-seq^1^ coloured by the chromVAR deviation score for the PU.1 motif. **f**, Number of TCs and LTi cells in mLNs of P14 *Rorgt*^*cre*^*Spi1*^*fl/fl*^ mice (*n* = 4) or littermate controls (*n* = 3). **g**, Representative flow cytometry of TLPs in FL of E18.5 *Rorgt*^*cre*^*Spi1*^*fl/fl*^ mice (*n* = 4) or littermate controls (*n* = 5), and summary graph of TLP numbers. Data in **a**, **c** and **g** are representative of two independent experiments; data in **d** and **f** are representative of three independent experiments; data in **b** are pooled from two independent experiments. Error bars: mean ± s.e.m.; two-tailed unpaired *t*-test (**b**, **c**, **e** and **g**) or one-way ANOVA (**d**). All *P* values are indicated on the corresponding graphs. Source data

## PU.1 governs TC fate

We next wanted to understand the transcription factors that govern LTiP and TCP specification. LTi cell development is dependent on TCF1 (*Tcf7*) and TOX^48,49^, transcription factors that are also expressed by the TLP (Extended Data Fig. 7g). However, TC subsets were unaffected in *Il7r*^*cre*^*Tcf7*^*fl/fl*^ mice, despite profound loss of ILC1–3 and LTi cells (Fig. 4c). Tox-deficient mice lack lymph nodes, so, to determine the role of TOX in TC development, we generated competitive BM chimeras with CD45.2 *Il7r*^*cre*^*Tox*^*fl/fl*^ and CD45.1/2 wild-type BM. Despite an almost complete absence of radiosensitive ILC/natural killer (NK) cells from CD45.2 BM, TC differentiation remained intact (Fig. 4d and Extended Data Fig. 7h). To identify the transcription factors that instruct TC fate, we used our published scRNA/ATAC-seq data on TCs and LTi cells^1^. ChromVAR analysis identified PU.1 (encoded by *Spi1*) as a candidate TC-specific transcriptional regulator (Fig. 4e). Analysis of *Spi1* expression in our scRNA-seq FL progenitor dataset (Fig. 1h) revealed high expression in TLPs, TCPs and TCs, with negligible expression in LTiPs (Extended Data Fig. 7i). Ablation of PU.1 in RORγt^+^ cells with *Rorgt*^*cre*^*Spi1*^*fl/fl*^ mice resulted in an almost complete absence of TC I–IV in P14 mLN, but no impairment in LTi cells (Fig. 4f). FL TLP numbers were not impaired in these mice (Fig. 4g), indicating that PU.1 is required for the later stages of TC differentiation. In contrast to its role in DCs, in which PU.1 is required for FLT3 expression^50^, PU.1-deficient TLPs maintained FLT3 (Extended Data. Fig. 7j), indicating alternative mechanisms by which PU.1 promotes TC differentiation. Together, these findings identify PU.1 as a key regulator of TC I–IV differentiation.

## Transcriptional regulation of TC heterogeneity

The wave of TC differentiation in early life indicates that fetal or early postnatal haematopoiesis favours TCP differentiation. Consistent with the dominant role of FL haematopoiesis in LTi cell differentiation^32^, TLPs were enriched in E17.5 FL relative to adult (8-week-old) BM from *Rorc*^*Venus*^ mice (Extended Data Fig. 8a,b). However, our earlier data showed that differentiated TCs are not present until a few days after birth, indicating that postnatal cues promote the diversification of TCPs into four distinct subsets. To identify such cues, we focused on transcription factors expressed by TC subsets but not by TCPs. Our earlier analyses had revealed one such factor, the transcriptional regulator PRDM16 (Fig. 2b and Extended Data Fig. 4a), which has been shown to regulate non-ILC3 RORγt^+^ APC differentiation^3^. Our published scRNA-seq analysis of RORγt^+^ APCs^1^ demonstrated PRDM16 expression in TC II–IV, but low or negligible expression in TC I (Fig. 5a). To examine this further, we inserted a sequence encoding creERT2-T2A-mBaoJin in the 3′ untranslated region (UTR) of *Prdm16* (Extended Data Fig. 8c). Analysis of P14 *Prdm16*^*mBaoJin*^*Rorc*^*Venus*^ dual-reporter mice revealed that PRDM16^+^MHCII^+^ cells represented TCs across all the lymph nodes and tissues examined (Fig. 5b and Extended Data Fig. 8d,e). Among TC subsets, PRDM16(mBaoJin) was highly expressed by TC II–IV but was low or absent in TCP or TC I (Fig. 5c and Extended Data Fig. 8f). In line with this pattern of expression, TC II–IV were almost completely absent in the mLNs and pLNs of *Rorgt*^*cre*^*Prdm16*^*fl/fl*^ mice, with no impairment in TC I or LTi cells (Fig. 5d). Consistent with the loss of TC IV, these mice exhibited impaired intestinal pT_reg_ differentiation and dysregulated T helper 17 (T_H_17) cell responses, confirming the crucial role for TC IV in intestinal tolerance (Extended Data Fig. 8g).

**Fig. 5:**
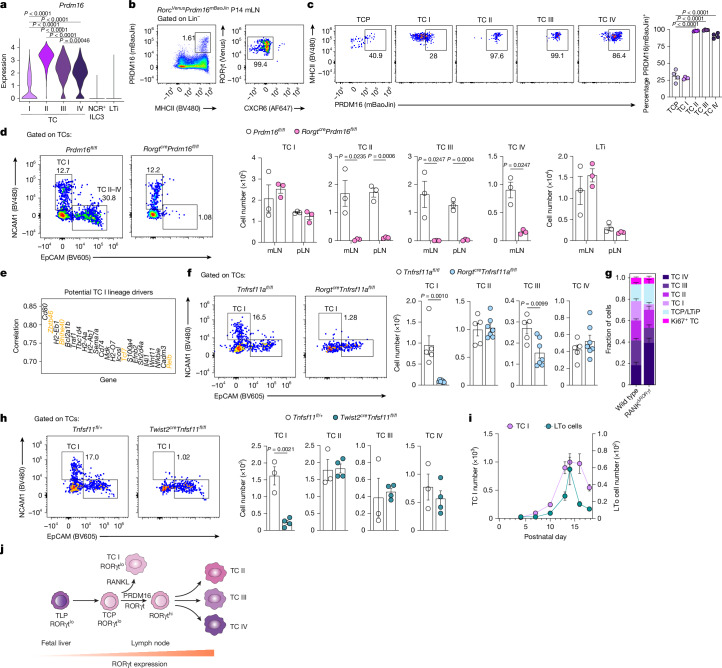
RANK/NF-_K_B and PRDM16 drive TC heterogeneity. **a**, Violin plot of *Prdm16* expression by the indicated RORγt^+^MHCII^+^ subsets profiled by scRNA/ATAC-seq^1^. **b**, Representative flow cytometry of PRDM16(mBaoJin)-expressing APCs in mLNs of P14 *Rorc*^*Venus*^*Prdm16*^*creERT2-mBaoJin*^ mice (*n* = 4), gated on Lin(TCRβ, CD19, B220, Siglec-F^hi^, NK1.1)^−^. **c**, Representative flow cytometry of PRDM16(mBaoJin) expression by TC subsets in mLNs of P14 *Rorc*^*Venus*^*Prdm16*^*creERT2-mBaoJin*^ mice and summary graph (*n* = 4). **d**, Number of TCs in mLNs and pLNs of P14 *Rorgt*^*cre*^*Prdm16*^*fl/fl*^ mice and littermate controls (*n* = 3 per group). **e**, CellRank 2-predicted driver genes of TC I cell fate. **f**, Representative flow cytometry of TCs in mLNs of P16 *Rorgt*^*cre*^*Tnfrsf11a*^*fl/fl*^ mice (*n* = 7) or littermate controls (*n* = 5) and summary graph of TC subset numbers. **g**, Fraction of each TC subset among TCs isolated from mLNs of *Rorc*^*Venus*^*Rorgt*^*cre*^*Tnfrsf11a*^*fl/fl*^ mice (*n* = 6) or littermate *Rorc*^*Venus*^*Tnfrsf11a*^*fl/fl*^ mice (wild type; *n* = 4) profiled by scRNA-seq. **h**, Representative flow cytometry of TCs in mLNs of P14 *Twist2*^*cre*^*Tnfsf11*^*fl/fl*^ mice (*n* = 4) or littermate controls (*n* = 3) and summary graph of TC subset numbers. Each symbol represents an individual mouse. **i**, Summary graph of TC I and CD45^−^CD31^−^gp38^+^VCAM1^+^ICAM1^+^ LTo cell numbers in mLNs of P4 to P18 *Rorc*^*Venus*^ mice (*n* = 3, P4; *n* = 10, P7 and P16; *n* = 9, P10; *n* = 7, P13; *n* = 8, P14; *n* = 6, P18). **j**, Schematic delineating TC differentiation in LNs. Data in **b**–**d** are representative of three independent experiments; data in **f** and **h** are representative of two independent experiments; data in **i** are pooled from two independent experiments. Error bars: mean ± s.e.m.; one-way ANOVA (**a** and **c**) or two-tailed unpaired *t*-test (**d**, **f** and **h**). All *P* values are indicated on the corresponding graphs. Source data

The bifurcation in TC I compared with TC II–IV fate commitment indicated that distinct cues promote TC I fate. Orthogonal CellRank 2 analysis of scRNA-seq data (Fig. 1e) and chromVAR analysis of our published scATAC-seq dataset^1^ identified the NF-κB transcription factor RELB as a candidate regulator of TC I differentiation (Fig. 5e and Extended Data Fig. 9a). TC I exhibit transcriptional overlap with AIRE^+^ mTECs; thus, RELB was intriguing, given that AIRE^+^ mTECs are dependent on RANKL-induced non-canonical NF-κB signalling^51–53^, suggesting that there are parallel pathways for AIRE^+^ mTEC and TC I differentiation. Analysis of RANK (*Tnfrsf11a*)–GFP expression by TCs in mLNs of P16 *Tnfrsf11a*^*GFP*^ mice revealed the highest levels in TC I (Extended Data Fig. 9b). Genetic ablation of RANK signalling on TCs in *Rorgt*^*cre*^*Tnfrsf11a*^*fl/fl*^ mice led to a complete absence of TC I and a modest reduction in TC III (Fig. 5f). 

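RORγt(Venus)+ MHCII+ CXCR6− cells were sorted from the mLNs of 4 *Rorc* Venus*Tnfrsf11a* fl/fl mice (wild type) and 6 littermate *Rorc* Venus*Rorgt* cre*Tnfrsf11a* fl/fl mice (RANK-deficient). In the second group Cre removes *Tnfrsf11a*, which encodes RANK, the receptor for RANKL, from cells that express RORγt. The methods and the sample labels give the age as postnatal day 16, and the legend of Extended Data Fig. 9 gives day 14. Each mouse carried its own hashtag antibody, and the cells of all 10 mice were run on 1 lane of the 10x Genomics 3′ assay. The authors aligned the reads to mm10, counted transcripts by unique molecular identifier with Cell Ranger 8.0.0, kept barcodes with a single hashtag, filtered cells and genes, removed 7 clusters of other or low-quality cells and named the clusters that remained. Barcodes that joined cells of a single mouse are not marked by hashtags. The matrix holds raw transcript counts, and the values given here use the authors' cell types. Wild-type mice had 160 to 207 cells each, 726 in all, with 2249303 to 3364317 transcripts per mouse (median 2826981.5). RANK-deficient mice had 85 to 175 cells each, 752 in all, with 1400260 to 2697546 transcripts per mouse (median 2172906). The mouse was the replicate in every comparison. Shares of cells per mouse were compared by two-sided exact permutation tests over the 210 ways to split 10 mice into 4 and 6, for which the smallest p is 0.00952. For gene expression, counts were summed over the cells of one type in one mouse, and genotypes were compared with edgeR's quasi-likelihood test in mice with at least 5 such cells. *Tnfrsf11a* lies on chromosome 1 of GRCm38 from 105780718 to 105847981. Its normalized level in LTi cells was 28.6 ± 13.9 CPM (transcript counts scaled to one common total; SD, n = 4 mice) in wild-type mice and 39.6 ± 13.5 (SD, n = 6) in RANK-deficient mice, a log2 fold change of 0.31 (standard error 0.34, adjusted p = 0.60 from edgeR). Its log2 fold change was −0.41 in TC II (adjusted p = 0.66), −0.21 in TC III (adjusted p = 0.76) and −0.62 in TC IV (adjusted p = 0.40), all from edgeR. A 3′ assay counts the end of the transcript, so RNA from a recombined allele that keeps this end is still counted.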

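In mLNs of wild-type mice, TC I made up 18.1% ± 4.17 (SD, n = 4 mice) of TCs, and in RANK-deficient mice 5.21% ± 3.82 (SD, n = 6). All 6 RANK-deficient mice lay below every wild-type mouse. TC IV took a larger share, 39.4% ± 10.3 of TCs in RANK-deficient mice against 18.4% ± 5.59 in wild-type mice, and all 6 RANK-deficient mice lay above every wild-type mouse. TC III made up 23.2% ± 3.44 of TCs in wild-type mice and 13.8% ± 6.92 in RANK-deficient mice, with 5 of 6 RANK-deficient mice below every wild-type mouse. The TCP/LTiP cluster, which holds the immediate progenitors of TCs and LTi cells, made up 15.7% ± 2.91 and 19.3% ± 9.13. TC II made up 18.6% ± 2.79 and 16.9% ± 8.35, and proliferating Ki67+ TCs 5.99% ± 1.62 and 5.40% ± 3.73. These shares are of the annotated TCs in all 6 clusters, 94 to 127 per wild-type mouse and 60 to 112 per RANK-deficient mouse, without LTi cells and NCR+ ILC3. The sort took only RORγt(Venus)+ cells, so TC I without RORγt(Venus), which the paper also found in mLNs, are not in them. By exact permutation test with adjustment over the 6 clusters, adjusted p was 0.0286 for TC I and 0.0286 for TC IV, each with the smallest unadjusted p that this design allows. For TC III the exact permutation p was 0.0476 and the adjusted p 0.0952, so the lower share did not pass the correction. The adjusted p from the same exact permutation tests was 0.762 for TCP/LTiP, TC II and Ki67+ TCs. Without any 1 wild-type mouse, 84 splits remain and the adjusted p of TC I and of TC IV was 0.0714 by exact permutation test. For TC III the adjusted p from this test was 0.0317 without RANK-deficient mouse 4, which had 25.9% TC III, and up to 0.190 without another mouse.

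**Figure D1:**
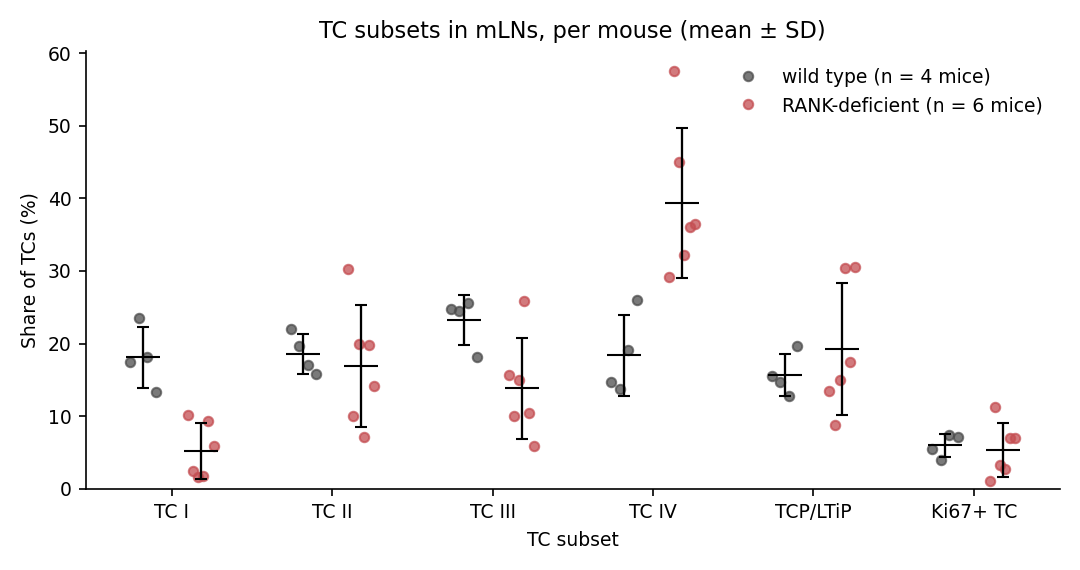
Share of each TC subset among the TCs of a mouse, in percent, for 4 wild-type and 6 RANK-deficient mice (points: mice; bars: mean ± SD). TC I lies between 1.67% and 10.1% in RANK-deficient mice and between 13.4% and 23.5% in wild-type mice.

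The TC I cluster still held 27 cells from RANK-deficient mice, 1 to 9 per mouse, against 77 from wild-type mice. *Gal* (chromosome 19, 3409915 to 3414544), which encodes the neuropeptide galanin, was at 878 CPM (95% Poisson interval 823 to 936) in the pooled wild-type cells and 819 (736 to 909) in the pooled RANK-deficient cells. *Ncam1* (chromosome 9, 49502136 to 49798925), an adhesion molecule, was at 106 CPM (87.2 to 127) and 62.7 (41.3 to 91.2). *Tnfrsf11b* (chromosome 15, 54250619 to 54278484), which encodes osteoprotegerin, the decoy receptor of RANKL, was at 70.9 CPM (55.8 to 88.9) and 149 (114 to 190). *Aire* (chromosome 10, 78030022 to 78043610), the regulator of tissue antigen expression in mTECs, was at 102 CPM (83.7 to 123) and 13.9 (5.11 to 30.3). Without RANK-deficient mouse 2, which had 2 such cells, *Ncam1* was at 37.6 CPM and *Aire* at 7.52 CPM, an alternative chosen after the values were seen. These intervals cover counting error only, and no test was planned, as few cells were expected. Only 3 RANK-deficient mice had at least 5 such cells. The paper raises parallel pathways for AIRE+ mTECs, which need RANKL-induced non-canonical NF-κB signalling, and TC I.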

Using scRNA-seq on TCs from mLNs of 2-week-old *Rorc*^*Venus*^*Rorgt*^*cre*^*Tnfrsf11a*^*fl/fl*^ or littermate *Rorc*^*Venus*^*Tnfrsf11a*^*fl/fl*^ mice confirmed the loss of TC I, as well as a reduction in the proportion of TC III, but no change in TCP proportions (Fig. 5g and Extended Data Fig. 9c,d). Competitive chimeras generated with a 1:1 mix of CD45.2 *Rorgt*^*cre*^*Tnfrsf11a*^*fl/fl*^ and CD45.1/2 wild-type BM showed preferential derivation of TC I from wild-type BM (Extended Data Fig. 9e), demonstrating a cell-intrinsic requirement for RANK signalling.

To determine the cellular source of RANKL that promotes TC I differentiation, we used an scRNA-seq atlas of the human gut across development^54^. This revealed two candidate RANKL-expressing cell types in developing lymph nodes: LTi cells and lymphoid tissue organizer (LTo) cells (Extended Data Fig. 9f), a key stromal cell type that acts in concert with LTi cells to promote the development of lymph nodes. Ablation of RANKL in LTi cells using *Rorgt*^*cre*^*Tnfsf11*^*fl/fl*^ mice did not affect TC numbers (Extended Data Fig. 9g). By contrast, ablation of RANKL expression in LTo cells using *Twist2*^*cre*^*Tnfsf11*^*fl/fl*^ mice led to an almost complete absence of TC I (Fig. 5h). Parallel analysis of LTo cell and TC I abundance in mLN of *Rorc*^*Venus*^ mice during the first three weeks of life revealed similar developmental kinetics, indicating that developmentally restricted LTo cells and their associated signals could determine the window for TC I differentiation (Fig. 5i). Together, these findings identify spatiotemporally restricted cues and downstream transcription factors that drive the differentiation of TCPs into distinct subsets (Fig. 5j).

## TC subsets are terminally differentiated cells

Finally, we investigated whether TC subsets represent terminally differentiated or intermediate cell states. Using *Prdm16*^*creERT2-mBaoJin*^*R26*^*lsl-tdTomato*^ mice to temporally label TC II–IV, we analysed tdTomato expression in APCs after alternate-day 4-OHT treatment from P7–14. TC II–IV were the only cell types labelled with tdTomato (Extended Data Fig. 10a), and nearly all tdTomato^+^ cells retained RORγt expression (Extended Data Fig. 10b), indicating that TC II–IV do not convert to non-RORγt^+^ APCs or TC I. To assess TC plasticity further, we generated an *Aire*^*GreenLantern-creERT2*^ allele in which GreenLantern-creERT2 is inserted into the endogenous 3′ UTR (Extended Data Fig. 10c). Analysis of dual-reporter *Rorc*^*Venus*^*Aire*^*GreenLantern-creERT2*^ mice confirmed that there was restricted expression of GreenLantern in TC I and III subsets (Extended Data Fig. 10d). Fate-mapping of AIRE^+^ TC subsets in *Aire*^*GreenLantern-creERT2*^*R26*^*lsl-tdTomato*^ mice treated with 4-OHT from P7–18 resulted in labelled AIRE^+^ TC I and TC III, albeit with reduced efficiency in TC III (Extended Data Fig. 10e). Importantly, AIRE^−^ TC II and IV and cDCs were not labelled. Collectively, these findings indicate that TC subsets represent stable cell states.

## Discussion

Tolerogenic APCs, proposed more than 20 years ago^55^, have enormous therapeutic promise for food allergies, autoimmunity and transplantation. The discovery of TC IV, a dedicated APC for pT_reg_ cell generation, offers a tangible route towards this long-sought goal. However, the sharp post-weaning decline in TC numbers, if it is mirrored in humans, poses challenges for clinical translation. Identification of TC precursors, their developmental pathway and the cues that promote their differentiation creates opportunities to generate TC subsets in vivo and ex vivo and to explore the functions of the less-understood TC subsets.

Our findings refine the current models of haematopoiesis by charting TC development through two previously uncharacterized RORγt^+^ progenitors, TLPs and TCPs, revealing unanticipated lineage relationships. Since the discovery of TCs, several studies have reported transcriptionally overlapping RORγt^+^ APC populations and proposed reclassifying TCs as DCs on the basis of shared transcriptional features^2,3,7,11,41^. However, because cell morphology and gene expression are not fixed, consensus guidelines prioritize ontogeny for DC classification, defining DCs by CDP origin^19^. Accordingly, pDC nomenclature has been widely debated following reports of a predominantly lymphoid origin^8,23,56^. Despite transcriptional overlap with cDCs, we show that TCs represent a distinct APC lineage that shares developmental origins with lymphoid-derived LTi cells. Expansion of TLPs in the absence of TCF4 indicates a shared early developmental branch with pDC-primed progenitors, although further studies are required to address a cell-intrinsic role of TCF4 in TLP versus pre-pDC fate bifurcation.

Our results indicate that the early-life window for TC development is determined in part by developmentally restricted progenitors, providing insight into the temporal regulation of intestinal tolerance. Although the bipotent nature of TLPs at the single-cell level remains to be determined, a possible common progenitor for LTi cells and TCs is intriguing, given their divergent phenotypes and functions. In contrast to TCs, LTi cells have limited roles in T cell priming but are essential for lymphoid organogenesis. A shared TC–LTi cell developmental program therefore provides an elegant mechanism linking lymph-node development to the emergence of tolerogenic TCs, ensuring tolerance to the first-encountered intestinal antigens.

Overall, these studies delineate the developmental pathway for TCs, defining molecular signatures and transcriptional regulators from early specification in the FL and BM to lineage commitment in lymph nodes. Given the central role of TCs in tolerance to food and microbiota antigens, these findings open new avenues to explore their immune-regulatory functions and therapeutic potential in food allergies, autoimmunity and transplantation.

## Methods

### Mice

*Aire*^*GreenLantern-T2A-creERT2*^ mice were generated by inserting a targeting construct into the *Aire* 3′ UTR by homologous recombination in embryonic stem cells on an F_1_ 129:C57Bl/6J background. The IRES-GreenLantern-T2A-creER-frt-NeoR-frt cassette targeting construct was created by cloning. Homologous arms were retrieved from BAC clone RP24-209K20. To facilitate embryonic stem cell targeting, a CRISPR–Cas9 system was used. The gRNA was in vitro transcribed using a MEGA shortscript T7 kit (Life Tech, AM1354) using recombineering techniques. The targeting vector, Cas9 protein (Fisher Scientific A36498 Truecut Cas9 Protein v2) and gRNA were co-electroporated into G1 embryonic stem cells derived from an F_1_ hybrid blastocyst of 129S6 × C57BL/6J. The resulting chimeras were bred with FLPeR mice to excise the NEO cassette, backcrossed to C57Bl/6J for more than six generations and confirmed by SNP analysis to be more than 99.9% C57Bl/6J.

Prdm16-P2A-iCreERT2-T2A-mBaoJin KI mice (referred to as *Prdm16*^*creERT2-mBaojin*^) were generated by Biocytogen using CRISPR–Cas9-based extreme genome editing technology. A single sgRNA was designed to target exon 16 of the *Prdm16* gene. A targeting vector was constructed in the TV-4G vector that contained the 5′ homologous arm (about 1.2 kb), the exon 16-P2A-iCreERT2-T2A-mBaoJin and the 3′ homologous arm (about 1.2 kb). The targeting vector DNA, Cas9 mRNA and sgRNA were microinjected into zygotes derived from C57BL/6J mice and then the embryos were transferred to surrogate mothers. The P2A-iCreERT2-T2A-mBaoJin cassette was inserted into exon 16, upstream of the *Prdm16* 3′ UTR. F_0_ positive founders were bred with wild-type C57BL/6J mice to obtain F_1_ pups. The F_1_ germline-transmission heterozygous mice were verified by PCR, DNA sequencing and Southern blot with 5′ and 3′ ends to exclude random insertions.

*Rorc*^*Venus-creERT2*^ (also referred to as *Rorc*^*Venus*^), *Il7r*^*cre*^,* Spi1*^*fl/fl*^,* Tox*^*fl/fl*^,* Tcf7*^*fl/fl*^,* Tnfrsf11a*^*cre-GFP*^,* Tnfrsf11a*^*fl/fl*^, *Tnfsf11*^*fl/fl*^,* Twist2*^*cre*^,* Prdm16*^*fl/fl*^, R26:FlpoERT2 *Flt3*^*Frt-ITD*^, *Siglech*^*cre*^ and *Tcf4*^*STOP*^ mice have been described previously^1,25,57–66^. *Rorgt*^*cre*^*, Rorgt*^*GFP*^*, R26*^*lsl-tdTomato*^(Ai14), *Cx3cr1*^*cre*^, C57Bl/6 (CD45.2) and CD45.1 (PtprcK302E) mice were purchased from Jackson Laboratories. *Siglecf*^*cre*^ mice (NM-KI-231128) were purchased from Shanghai Model Organisms. Generation and treatments of mice were performed under protocol 21-05-007, approved by the Sloan Kettering Institute Institutional Animal Care and Use Committee. All mouse strains were maintained in the Sloan Kettering Institute animal facility in specific pathogen-free conditions in accordance with institutional guidelines and ethical regulations. Both male and female mice were included in the study, and we did not observe any sex-dependent effects. All mice analysed were age- and litter-matched, unless otherwise specified. The age of mice at the time of analysis is included in the figures, legends and main text for individual experiments. No experimental interventions requiring randomization to control or experimental groups were performed in this study. For steady-state immune phenotyping, fate-mapping experiments or analysis of transcription factor-deficient mice, all the mice in a litter were analysed and no blinding was done. No statistical calculations were done to determine sample size. The sample size for bone-marrow or fetal-liver chimera experiments was decided based on preliminary data and previous publications with similar experiments^1,5,49^.

### Tissue processing

Mice were killed by CO_2_ inhalation. Organs were collected and processed as follows. Lymphoid organs, embryonic and postnatal liver were digested in collagenase in RPMI1640 medium supplemented with 5% fetal bovine serum, 1% l-glutamine, 1% penicillin–streptomycin, 10 mM HEPES, 1 mg ml^−1^ collagenase A (Sigma, 11088793001) and 1 U ml^−1^ DNase I (Sigma, 10104159001) for 45 min (lymph nodes) or 30 min (liver) at 37 °C, 250 r.p.m. The large intestine was removed, flushed with PBS and incubated in PBS supplemented with 5% fetal bovine serum, 1% l-glutamine, 1% penicillin–streptomycin, 10 mM HEPES, 1 mM dithiothreitol and 1 mM EDTA for 15 min to remove the epithelial layer. Samples were washed and incubated in digest solution for 30 min. Then 0.635-cm ceramic beads (MP Biomedicals, 116540034) were added to large-intestine samples (three per sample) to help with tissue dissociation. Digested samples were filtered through 100-μm strainers and centrifuged to remove collagenase solution. Postnatal liver single-cell suspensions underwent another density-gradient centrifugation using a 40% Percoll gradient. For flow-cytometry analysis of fetal liver progenitors, single-cell suspensions of digested liver were depleted of lineage-positive (CD19, NK1.1, TCRβ, TCRγδ, Ter-119, Ly-6G, CD3e, FceR1a, CD90.2 and CD88) cells by staining with biotinylated antibodies followed by magnetic bead (Dynabeads M-280 streptavidin; Invitrogen) negative selection as per the manufacturer’s instructions. Bone-marrow cells were isolated by centrifugation, depleted of lineage-positive (CD19, NK1.1, TCRβ, TCRγδ, Ter-119, Ly-6G, CD3e, FceR1a, CD90.2 and CD88) cells by staining with biotinylated antibodies followed by magnetic bead (Dynabeads M-280 streptavidin; Invitrogen) negative selection as per the manufacturer’s instructions. For parallel flow-cytometry analysis of TC and LTo cells, lymph nodes were digested in HBSS without calcium and magnesium, supplemented with 2% fetal bovine serum, 2 mM calcium chloride (Sigma, C1016), 10 mM HEPES, 0.2 mg ml^−1^ collagenase A (Sigma, 11088793001), 50 μg DNase I (Sigma, 10104159001) and 0.8 mg ml^−1^ Dispase II (Sigma, D4693) for 20 min at 37 °C, followed by mechanical dissociation of any remaining tissue. Digested samples were quenched with quenching buffer (PBS, 5% fetal bovine serum and 5 mM EDTA) and then filtered through 100-μm strainers and centrifuged to remove collagenase solution.

### Flow cytometry

For flow-cytometric analysis, dead cells were excluded by staining with LIVE/DEAD Fixable Zombie NIR in PBS for 10 min at 4 °C with inclusion of anti-CD16/32 to block binding to Fc receptors before cell-surface staining. Extracellular antigens were stained for 30 min at room temperature in staining buffer (2% FBS, 0.1% Na azide, in PBS), diluted 1:1 with Brilliant Violet (BD Biosciences) staining buffer. For intracellular protein analysis, cells were fixed and permeabilized with Cytofix (BD Biosciences) and/or an Ebioscience Foxp3 kit, as per the manufacturer’s instructions. Intracellular antigens were stained for 30 min or overnight at 4 °C in the respective 1× Perm/Wash buffer. The antibodies used for flow cytometry and FACS are listed in Supplementary Table 3. Unless otherwise stated, we used the following gatings: TCs, Lin (Siglec-F^hi^, TCRβ, TCRγδ, CD19, B220, NK1.1, CD88, Ly6C)^−^RORγt^+^CXCR6^–^MHCII^+^; LTis, Lin^−^RORγt^+^ CXCR6^+^CCR6^+^MHCII^+^; cDC2s, Lin^−^RORγt^−^CD11c^+^MHCII^+^CD11b^+^XCR1^−^; cDC1s, Lin^−^CD88^−^Ly6C^−^RORγt^−^CD11c^+^MHCII^+^CD11b^−^XCR1^+^; and FL TLPs, Lin (TCRβ, TCRγδ, CD19, B220, NK1.1, CD88, Ter-119, Ly6G, CD3e, FceR1a, CD90.2)^−^CXCR6^−^RORγt^+^. Example flow plots for the TC subsets and TLP gating are shown in Figs. 2d,e and 1p, respectively. Samples were acquired on a Cytek Aurora. FACS isolation was done using a Cytek Aurora Cell Sorter or BD Aria.

### BM chimera mice

BM cells were isolated from the indicated donor mice and depleted of CD90.2^+^ and TER-119^+^ cells using magnetic bead-based depletion. BM cells were resuspended in PBS and a total of 2 × 10^6^ to 5 × 10^6^ cells were injected into 6-week-old recipient mice that had been irradiated with 950 rad per mouse one day earlier. Mice were analysed four weeks after reconstitution unless otherwise stated.

### FL chimera mice

FL cells were isolated as described above from the indicated donor mouse strains and ages. The FL cells were resuspended in PBS and a total of 2 × 10^6^ to 5 × 10^6^ cells were injected into 6-week-old recipient mice that had been irradiated with 950 rad per mouse one day earlier. Mice were analysed four weeks after reconstitution unless otherwise stated. For competitive FL and BM chimeras, equivalent numbers of cells from each donor were injected into recipient mice.

### 10x Genomics Flex scRNA-sequencing

The mLN and liver from P7 *Rorc*^*Venus*^ mice (*n* = 9), mesenteric anlagen, FL and fetal BM from E17.5–18.5 *Rorc*^*Venus-creERT2*^ mice (*n* = 25), mLN, liver and BM from P7 *Il7r*^*cre*^*R26*^*lsl-tdTomato*^ mice (*n* = 4) and mesenteric anlagen, FL and fetal BM from E17.5–18.5 *Il7r*^*cre*^*R26*^*lsl-tdTomato*^ mice (*n* = 9) were processed for Flex scRNA-seq analysis of progenitors (Supplementary Table 1). FL, liver, fetal BM and BM were depleted of lineage (TCRβ, TCRγδ, CD19, B220, NK1.1, Ter-119, Ly-6G, CD3e)^+^ cells by staining with biotinylated antibodies followed by magnetic bead (Dynabeads M-280 streptavidin; Invitrogen) negative selection. Cells were incubated with anti-CD16/32, and extracellular antigens were stained for 30 min at room temperature in sorting buffer (2% FBS, 2 mM EDTA, in PBS) and labelled with BioLegend TotalSeq-C Hashtag antibodies. Cells were washed and resuspended in cRPMI with SYTOX blue (Invitrogen) to exclude dead cells. Cells were sorted as per Supplementary Fig. 1 into 500 μl of fixation buffer (4% formaldehyde, 1× Conc. Fix and Perm Buffer; 10x Genomics, PN2000517). Cells were fixed for 16–20 h at 4 °C. To stop the fixation, cells were spun down at 850*g* for 5 min at room temperature and quenched with 500 μl of Quenching Buffer (1× Conc. Quench Buffer; 10x Genomics, PN-2000516). Preparations were then processed by adding 0.1 volumes of Enhancer (10x Genomics, PN2000482) and 10% glycerol for storage at −80 °C. Samples were then thawed at room temperature, centrifuged at 850*g* for 5 min and resuspended in 1 ml 0.5× PBS, 0.02% BSA. Cell concentration and viability were assessed by 0.2% (w/v) Trypan Blue staining (Countess II). Cells were processed per hybridization according to the 10× protocol. Hybridizations were set up in 80 μl of hybridization mix with 20 μl of Mouse WTA probes (10x Genomics, PN-2000718) and 4 μl of Antibody Multiplexing Barcode (10x Genomics, PN-2000917- 2000932). Hybridizations were done at 42 °C for 16–24 h. After hybridization, samples were diluted in Post-Hyb wash buffer and measured by 0.2% (w/v) Trypan Blue staining (Countess II). For each experiment, we pooled an equal number of cells from each hybridization to have an equal contribution per sample. Pooled cells were then washed three times in Post-Hyb wash buffer for 10 min at 42 °C, resuspended in Post-Hyb resuspension buffer, filtered through a Miltenyi Biotec 30 μm filter and measured with the cell counter to determine the amount required for the Chromium X run. GEM encapsulation was done according to the 10x Genomics protocol. After loading the Chip Q and running it on the Chromium X, GEMs were recovered and processed as indicated by 10x Genomics. After processing, the product was preamplified and indexed to construct the sequencing library. All libraries were sequenced on an Illumina Novaseq X with standard dual indexing and demultiplexing.

### Plate-based Smart-seq3 sequencing

RORγt^+^CXCR6^–^MHCII^+^ cells and RORγt^–^MHCII^+^NCAM1^+^ cells were FACS-isolated from mLN of 2-week-old *Rorc*^*Venus*^ mice (*n* = 14). Lymph nodes were processed as outlined above. Cells were depleted of lineage (TCRβ, TCRγδ, CD19, B220, NK1.1, Ly6G)^+^ cells by staining with biotinylated antibodies followed by magnetic bead (Dynabeads M-280 streptavidin; Invitrogen) negative selection. Live Lin(TCRβ, TCRγδ CD19, B220, NK1.1, Ly6G, SiglecF^hi^)^–^CD88^–^Ly6C^–^MHCII^+^RORγt(Venus)^+^CXCR6^−^ or Lin^–^CD88^–^Ly6C^–^MHCII^+^RORγt(Venus)^−^NCAM1^+^ cells were then sorted into single wells. Cells were also stained for EpCAM, CD11c, CD11b, CCR6 and NRP1 for acquiring index sorting information on cell-surface expression. Cells were sorted into 3 µl Lysis Master Mix consisting of PEG 8000, Triton X-100, dNTPs, Oligo dT30VN and RNase inhibitor in 384-well plates. First-strand cDNA synthesis was done using Maxima H Minus Reverse Transcriptase (ThermoFisher, EP0751) according to the manufacturer’s protocol, using a custom template-switch oligonucleotide in a 2 µM final concentration. Then cDNA was amplified for 23 cycles using KAPA HiFi HotStart ReadyMix (Kapa Biosystems, KK2601) and cleaned up using aMPure XP beads (Beckman Coulter, A63882) at a 0.6× ratio. Full-length cDNA was tagmented using Tn5 (Illumina, 20034198) for 10 min at 55 °C and libraries were prepared with the Nextera XT DNA Library Preparation Kit (Illumina, FC-131-1024) in a total volume of 6.25 µl with 12 cycles of PCR. Indexed libraries were pooled by volume, according to plate quadrant, and cleaned by aMPure XP beads (Beckman Coulter, A63882) at a 0.8× ratio. Pools were sequenced on a NovaSeq X in a PE100 run using a NovaSeq X 10B Reagent Kit (Illumina). An average of 551,000 paired reads were generated per cell.

### 10x 3′ scRNA-sequencing v.3.1

RORγt^+^CXCR6^−^MHCII^+^ cells were FACS-isolated from mLN of 2-week-old (P16) *Rorc*^*Venus*^*Tnfrsf11a*^*fl/fl*^ (*n* = 4 biological replicates) and *Rorc*^*Venus*^*Rorgt*^*cre*^*Tnfrsf11a*^*fl/fl*^ mice (*n* = 6 biological replicates). Lymph nodes were processed as outlined above. Each biological replicate single-cell suspension was hashtagged with BioLegend TotalSeq-B Hashtag antibodies. 

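Counts of the 10 hashtags were in the files for each of the 1478 cells, with a median of 4411 hashtag counts per cell. The leading hashtag had a median of 98.8% of a cell's hashtag counts and at least 87.1%. In the cell with the least separation it exceeded the next hashtag 13.7-fold, and the median ratio was 275. Each cell was given to the mouse of its leading hashtag, and the genotype of that mouse matched the genotype given by the authors for all 1478 cells. The authors assigned cells from the same hashtag counts, so this match is not an independent check of the genotypes.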

Live Lin(TCRβ, TCRγδ, CD19, NK1.1, SiglecF^hi^)^–^CD64^–^Ly6C^–^CD90.2 + MHCII^+^RORγt(Venus)^+^CXCR6^−^ cells were then sort purified. Cells were sorted into cRPMI-20% FBS before being pelleted and resuspended in cRPMI-2% FBS. Then scRNA-seq of FACS-sorted cell suspensions was done on a Chromium instrument (10x Genomics) following the user guide manual for 3′ v.3.1. In brief, cells were washed once with PBS containing 1% BSA and resuspended in PBS containing 2% BSA to a final concentration of 700–1,300 cells per microlitre. Cell viability was confirmed to be greater than 80% by 0.2% (w/v) Trypan Blue staining (Countess II). Cells were captured in droplets. After reverse transcription and cell barcoding in droplets, emulsions were broken, and cDNA was purified using Dynabeads MyOne SILANE followed by PCR amplification, as per the manufacturer’s instructions. Around 10,000 cells were targeted. Samples were multiplexed on one lane of 10x Chromium using HashTag oligonucleotides (HTO) following a previously published protocol^67^. Libraries were sequenced on an Illumina Novaseq X with standard dual indexing and demultiplexing.

### Single-cell RNA-seq and single-cell ATAC-seq computational analysis

#### Preprocessing of the 10x Flex scRNA-seq

The scRNA-seq and HTO FASTQ files were aligned to mm10 (Cell Ranger mouse reference genome mm10-2020-A) and HTO barcodes, and were counted and demultiplexed using Cell Ranger v.8.0.0 multi to generate RNA and HTO count matrices for each sample. Each sample was further demultiplexed based on HTO counts using HTODemux function in Seurat v.4.4.0. Two samples (Flex_15 and Flex_16) formed a separate TC analysis and were not included in the downstream analysis. RNA count matrices for individual samples were first merged into a single count matrix. Next, barcodes classified as singlets from HTO demultiplexing were further filtered, based on the number of RNA-seq transcripts (more than 1,000 and fewer than 60,000), the number of detected genes (more than 500 and fewer than 8,000) and the fraction of mitochondrial transcripts (less than 10%). Finally, any genes detected in fewer than two cells in the scRNA-seq data were discarded. After clustering (described in ‘Dimensionality reduction, cell clustering and visualization’) and analysis of quality control metrics and differentially expressed genes, we identified 10 minor contaminant or low-quality control clusters (fibroblast, cluster 54; hepatocyte, cluster 62; osteoclast, cluster 56; mixed/undefined, 42, 49 and 59; low quality, clusters 25, 44, 57 and 61), which were excluded from downstream analyses. In total, 101,192 cells remained, with a median scRNA-seq library-size of 10,314 from 17,330 genes. Cluster labels were manually assigned and curated based on expressed genes identified previously^1,22,68,69^, as well as cell-type annotation assigned by SCimilarity^70^ (v.0.3.0) and CellTypist^71^ (v.1.5.3).

#### Preprocessing of the 10 × 3′ scRNA-seq

Samples were demultiplexed as per the method above. Barcodes classified as singlets from HTO demultiplexing were further filtered, based on the number of RNA-seq transcripts (more than 1,800), the number of detected genes (more than 600) and the fraction of mitochondrial transcripts (less than 8%). Finally, any genes detected in fewer than two cells in the scRNA-seq data were discarded. After clustering (described in ‘Dimensionality reduction, cell clustering and visualization’) and analysis of quality-control metrics and differentially expressed genes, we identified 7 minor contaminant or low-quality control clusters (B cells, cluster 0; T cells, clusters 3 and 9; CCR7^+^ DCs, cluster 11; cDC2s, cluster 14; low quality, clusters 13 and 15), which were excluded from downstream analyses. 

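The files used here held 1478 cells with a median of 13498 transcripts and 3597 detected genes per cell, counted over 20103 genes. Transcripts per cell ranged from 1748 to 76678, and genes per cell were at least 1015. Mitochondrial genes were not among the features, so the totals are without them, and 1 cell lay at or under the minimum of 1800 transcripts. No count was recorded for 322 of the genes, and 1116 were counted in fewer than 2 of these cells. By cell type, LTi cells were the most numerous at 453 cells, followed by TC IV with 278 cells, TC III with 173, TCP/LTiP with 172, TC II with 164, TC I with 104, NCR+ ILC3 with 81 and Ki67+ TCs with 53.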

In total, 1,505 cells remained, with a median scRNA-seq library size of 13,768 from 20,103 genes.

#### Preprocessing of the Smart-seq3 dataset

Smart-seq3 FASTQ files from individual plate wells were first combined into single FASTQ files. The combined FASTQ files were aligned to the mouse reference genome (GRCm38.p6 from GENCODE release M25) and counted using zUMIs v2.9.7e with STAR v.2.7.11a. Plates 5 and 6 were not included in downstream analysis owing to low-quality control metrics. A further 45 cells isolated from the large intestine in plates 1–4 were excluded. The remaining barcodes were filtered on the basis of the number of RNA-seq transcripts (more than 1,500), the number of detected genes (more than 1,000) and the fraction of mitochondrial transcripts (less than 5%). Any genes detected in fewer than two cells were discarded. In total, 1,260 cells remained, with a median library size of 16,606 from 27,543 genes.

#### Dimensionality reduction, cell clustering and visualization

For each scRNA-seq dataset, the filtered count matrix was library-size normalized, log-transformed (log-normalized expression values) and then centred and scaled (scaled expression values) using Seurat v.4.4.0 (Flex). Principal component analysis was done on the scaled data (npcs = 50). A nearest-neighbour graph was constructed using the first 30 principal components with 30 nearest neighbours. Clustering was performed using the Louvain algorithm (resolutions 2 for Flex) on the shared nearest-neighbour graph. For the 3′ scRNA-seq data, analysis was done using Scanpy as per the steps above, with the first 50 principal components and 25 nearest neighbours. Cell clustering was visualized using UMAP computed from the same nearest-neighbour graph as that used for clustering. For the Smart-seq3 data, batch correction of cells from plates 1–4 was done using Seurat’s anchor-based canonical correlation analysis integration method. Filtered count matrices from each plate were first library-size normalized and log-transformed. Integration anchors were then identified using the FindIntegrationAnchors function with 5,000 anchor features, followed by data integration using the IntegrateData function. The integrated expression matrix was scaled, used for principal component analysis, clustered and visualized using UMAP as described above, with the first 50 principal components, 30 nearest neighbours and a clustering resolution of 0.6.

### Differential gene-expression tests

Differentially expressed genes (DEGs) between groups of cells were identified by MAST^72^, performed using Seurat functions. MAST was run on the log-normalized expression values. In all tests, genes were considered only if they were detected in at least 1% of the cells in at least one of the two groups compared (min.pct = 0.01, logfc.threshold = 0). In one-versus-rest DE tests comparing multiple groups, each group was compared with all the cells from other groups. Specific DE comparisons are described in the results. DEGs were reported according to their log-transformed fold change (greater than 1.5) and adjusted *P*-value (less than 0.01). Ribosomal and mitochondrial genes were removed from the final list of genes reported and visualized. Where stated, the top DEG markers were subsequently selected for each group, based on fold change.

#### Gene signature scores

The TC signature scores were computed using the AddModuleScore function with default parameters from Seurat. DEGs with a log-transformed fold change greater than 1.5 and adjusted *P* < 0.01 reported previously^5^ (GSE294005) were used as signature genes for TC I–IV subsets, or genes reported in Fig. 1m were used as signature genes for TCP and LTiP.

#### Data imputation for scRNA-seq data

MAGIC imputation^73^ was applied to the log-normalized expression values to further de-noise and recover missing values. Imputed gene-expression values were used for data visualization on heatmaps, where stated.

#### Cell fate analysis

Cell fate analysis was done using CellRank 2 v.2.0.6 (ref. ^28^). First, pseudotime was computed using Palantir v.1.3.6 with a boundary cell in the LMPP cluster (barcode: flex_5_CGACACAAGTGTTTGTACAGACCT-1) as start point. Cell–cell transition matrix was computed using the PseudotimeKernel based on Palantir pseudotime. Macrostates were computed using the GPCCA estimator (n_states = 20). Macrostate in the LMPP cluster was selected as the initial state for the estimator. From the identified macrostates, cells annotated as TC I, TC II, pDC, cDC1, cDC2, ILC1, ILC2 and LTi cells were selected as terminal states, based on a priori knowledge of haematopoietic cell differentiation. Cell-fate probabilities for each lineage were computed using the compute_fate_probabilities function (tol = 1 × 10^−8^). Gene-expression trends were computed by fitting generalized additive models to MAGIC-imputed expression data using GAM function (distribution=gaussian, link=identity). Finally, driver genes of each lineage were identified using the compute_lineage_drivers function.

#### scRNA/ATAC-seq analysis

The scRNA/ATAC-seq data were obtained from ref. ^1^ (GSE205065) and processed as previously described^1^. Genome tracks were visualized using the plotBrowserTrack function in ArchR v.1.0.3 with peaks from the TC and ILC3/LTi clusters. Motif enrichment was done using chromVAR v.1.14.0 as previously described^1^. The ‘top motif’ for each transcription factor was selected by correlating its log-normalized gene-expression values (from multiome scRNA-seq) with the deviation *z*-scores of its motifs, in the same cells, and picking the motif with the highest Pearson correlation coefficient.

#### Adoptive transfer of FL progenitors

Progenitors were pre-enriched from fetal (E17.5–18.5) liver from *Rorc*^*Venus*^ mice by depletion of lineage-positive (CD19, NK1.1, TCRβ, TCRγδ, Ter-119, Ly-6G, CD3e, FceR1a, CD90.2 and CD88) cells as described above. Single-cell suspensions of enriched FL were stained for lineage markers (Streptavidin and Siglec-F) alongside XCR1, CSF1-R, Ly6D, IL7R, FLT3, CD27, Siglec-H, MHCII and CXCR6, and indicated that progenitors were FACS-isolated, as per Extended Data Fig. 5b. Approximately 20 × 10^3^ CLP cells, pre-pDC/tDC or MDP/CDP cells were transferred by intrahepatic injection into P2 CD45.1 recipients. Spleen and mLN were collected 6 days later and analysed.

#### In vitro culture of lymph-node progenitors

The mLNs from 2–3-week-old CD45.1 mice were individually embedded in 6% w/v low-melting-point agarose in PBS. The mLNs were oriented to allow for slicing across the largest cross-section. Once they had hardened, a 15.5-mm specimen tube (Precisionary Instruments) was used to extract a section of agarose containing the mLN, and the section was then glued onto the specimen tube stage with Krazy Super Glue. Immediately afterwards, the specimen and specimen tube were submerged in a Compresstome VF-510-0Z buffer tray containing ice-cold cRPMI. Then, sections 300 μm thick were generated using a Compresstome VF-510-0Z vibratome, with a speed of 0.16 mm s^−1^ and a frequency of 27 Hz. Slices were immediately placed in a 6-well plate containing 0.4-μm cell-culture inserts and 3 ml per well cRPMI, equilibrated at 37 °C, 5% CO_2_. Stainless steel washers (7/16 inch) were placed over the slices. Slices were then rested at 37 °C and 5% CO_2_ for 2 h. TCPs and early TCs from mLN of P11–12 *Rorc*^*Venus*^ mice were sort-purified as live, Lin(TCRβ, B220, CD19, NK1.1, SiglecF^hi^)^–^CD88^–^Ly6C^–^RORγt(Venus)^+^MHCII^+^CXCR6^−^NCAM1^−^EpCAM^−^PD1^−^ cells. Next, 50 cells were added to the mLN slices. After 24 h, agarose was removed and the mLN slices were digested in RPMI 1640 medium supplemented with 5% fetal bovine serum, 1% l-glutamine, 1% penicillin–streptomycin, 10 mM HEPES, 1 mg ml^−1^ collagenase A (Sigma, 11088793001) and 1 U ml^−1^ DNase I (Sigma, 10104159001) for 30 min at 37 °C, 250 r.p.m. Digested samples were filtered through 100-μm strainers and centrifuged to remove the collagenase solution. Single-cell suspensions were stained and analysed by flow cytometry, as outlined above.

#### Neonatal 4-OH tamoxifen administration

For neonatal labelling in strains harbouring creERT2 alleles, pups were injected intra-peritoneally with 4-OHT every 48 h. To induce recombination in *Aire*^*GreenLantern-creERT2*^*R26*^*lsl-tdTomato*^ mice, pups were administered 75 μg 4-OHT at P3, progressively increasing to a final dose of 150 μg on P18. To induce activation of FLT3 in R26:FlpoERT2 *Flt3*^*Frt-ITD*^ mice, pups received 25 μg 4-OHT at P3, progressively increasing to a final dose of 75 μg on P11.

#### Tamoxifen gavage

For tamoxifen administration in adult mice, 40 mg tamoxifen was dissolved in 100 μl ethanol and subsequently in 900 μl sunflower oil (Sigma-Aldrich) and sonicated for 30–60 min. Mice were orally gavaged with 100 μl tamoxifen.

### Statistics and reproducibility

Analysis of all data was done using unpaired two-tailed *t*-tests, one- or two-way ANOVA with a 95% confidence interval or model-based analysis of single-cell transcriptomics^73^, as specified in the text or figure legends. Details of the number of replicates, sample size, significance tests and value and meaning of *n* for each experiment are included in the Methods or figure legends. Statistical tests were done with GraphPad Prism v.9 and v.10. *P* values of less than 0.05 were considered to indicate statistical significance, adjusted for multiple comparisons. All experiments were repeated at least twice as successful, independent experiments.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-026-10198-z.

## Supplementary information

Supplementary Information Supplementary Figs. 1 and 2.

Reporting Summary

Supplementary Table 1 Metadata for samples processed for Flex scRNA-seq on IL7R-fate mapped and RORγt^+^ cells.

Supplementary Table 2 List of differentially expressed genes for TCP, LTiP and TLP clusters from Fig. 1l.

Supplementary Table 3 List of antibodies used for flow cytometry.

Peer Review file

## Source data

Source Data Fig. 1

Source Data Fig. 2

Source Data Fig. 3

Source Data Fig. 4

Source Data Fig. 5

Source Data Extended Data Fig. 1

Source Data Extended Data Fig. 2

Source Data Extended Data Fig. 3

Source Data Extended Data Fig. 4

Source Data Extended Data Fig. 5

Source Data Extended Data Fig. 6

Source Data Extended Data Fig. 7

Source Data Extended Data Fig. 8

Source Data Extended Data Fig. 9

Source Data Extended Data Fig. 10

## Figures and Tables

**Extended Data Fig. 1:**
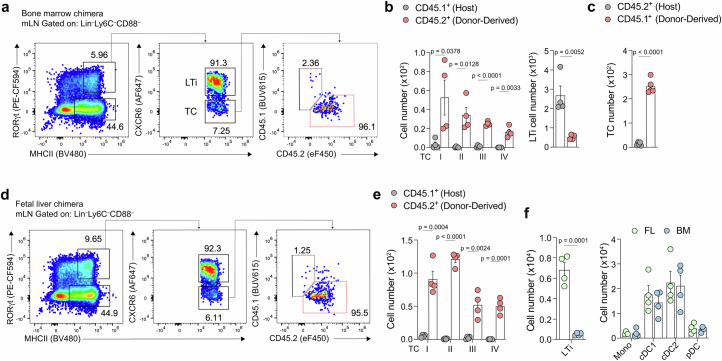
Thetis cell progenitors are enriched in fetal liver. **a**-**b**, Flow cytometry of TCs in mesenteric lymph node (mLN) of BM chimeras as in (Fig. 1a) and summary graphs of CD45.2 and CD45.1 TC and LTi subset numbers. **c**, Numbers of CD45.1 TCs in reciprocal BM chimeras. **d**–**e**, Flow cytometry of TCs in mLN of E15.5 FL chimeras as in (Fig. 1a) and summary graph of TC subset numbers. **f**, Number of CD45.2^+^ cells for indicated cell types in BM and FL chimeras as in Fig. 1a. Data in **a**–**f** are representative of four independent experiments. Error bars: means ± s.e.m. Two-tailed unpaired t-test (b, c, e, f). All *P* values are indicated on the corresponding graphs. Source data

**Extended Data Fig. 2:**
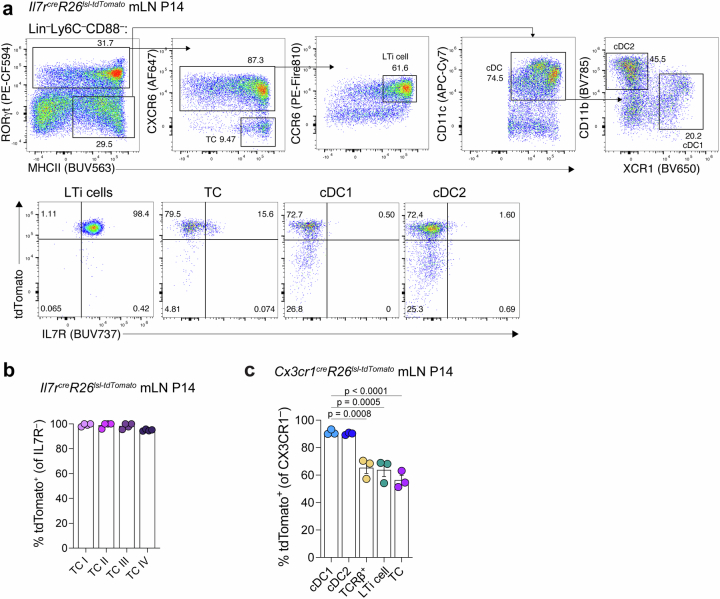
Thetis cells are descended from an IL7R^+^ progenitor. **a**, Representative flow cytometry analysis of tdTomato expression in LTi cells, TCs and cDCs isolated from mLN of *Il7r*^*cre*^*R26*^*lsl-tdTomato*^ fate-mapped mice at P14 (*n* = 4). **b**, Frequency of tdTomato^+^ cells among individual TC subsets in mLN of P14 *Il7r*^*cre*^*R26*^*lsl-tdTomato*^ fate-mapped mice (*n* = 3). **c**, Frequency of tdTomato^+^ cells among indicated cell types in mLN of P14 *Cx3cr1*^*cre*^*R26*^*lsl-tdTomato*^ fate-mapped mice (*n* = 3). Error bars: means ± s.e.m. Data in **b** and **c** representative of three independent experiments. One-way ANOVA (b). All *P* values are indicated on the corresponding graph. Source data

**Extended Data Fig. 3:**
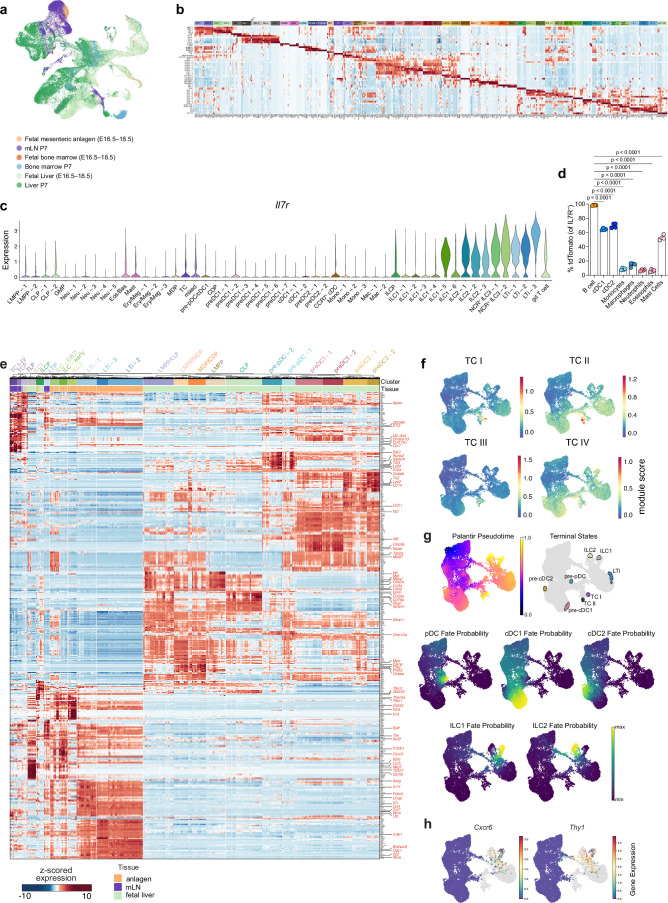
scRNA-seq analysis of fetal and postnatal hematopoiesis. **a**, Uniform manifold approximation and projection (UMAP) of fetal and postnatal hematopoietic cells as in Fig. 1g, colored by tissue and developmental stage. **b**, Heatmap showing scaled, imputed expression of top 5 differentially expressed genes (one vs the rest, FC > 1.5, adj. *P* < 0.01) for each pseudo-bulked cluster identified in Fig. 1g. **c**, Expression of *Il7r*. **d**, Frequency of tdTomato^+^ cells among indicated cell types in spleen of P10 *Il7r*^*cre*^*R26*^*lsl-tdTomato*^ mice (*n* = 4). **e**, Heatmap showing scaled, imputed expression of top 20 differentially expressed genes (one vs the rest, FC > 1.5, adj. *P* < 0.01) for each cluster of cells shown in Fig. 1h and k. Annotated clusters ordered by hierarchical clustering of differentially expressed genes. **f**, UMAP of 14,581 FL progenitors, TCs and ILCs colored by TC I-IV gene module scores^4^. **g**, UMAP colored by pseudotime (top left), select, inferred terminal states using CellRank 2 (top right), and fate probabilities towards the indicated terminal states (bottom). **h**, UMAP with FL-derived cells colored by unimputed expression of CXCR6 and Thy1 (CD90). Non-FL cells colored in grey. Each symbol represents an individual mouse. Error bars: means ± s.e.m. Data in **d** representative of two independent experiments. One-way ANOVA (d). All *P* values are indicated on the corresponding graph. Source data

**Extended Data Fig. 4:**
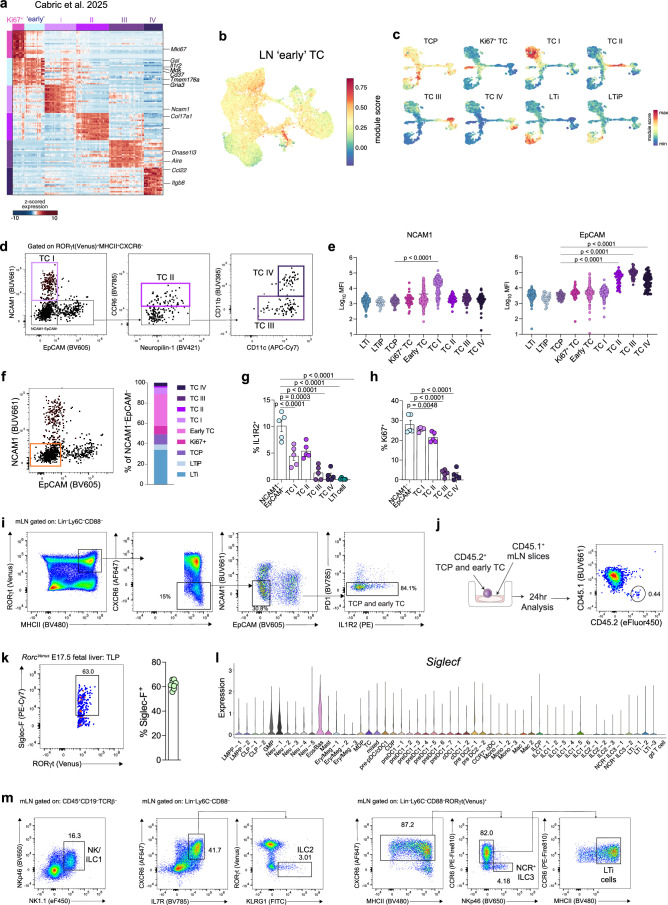
TCP represents the immediate TC progenitor. **a**, Heatmap showing scaled, imputed expression of top 20 differentially expressed genes (one vs the rest, FC > 1.5, adj. *P* < 0.01) for each cluster of TCs previously identified by Cabric et al.^5^, TCP signature genes highlighted in red. **b**, UMAP of FL progenitors, TCs and ILCs from Fig. 1h, colored by expression of ‘early TC’ module score. **c**, UMAP as in Fig. 2a colored by TC I-IV or LTi gene module scores^5^ or TCP or LTiP gene module scores defined in this study. **d**, Gating strategy for identification of TC subsets based on index-sorting analysis Fig. 2c. **e**, Summary graphs for NCAM1 and EpCAM cell surface protein expression (MFI, median fluorescence intensity). Each symbol represents an individual cell. **f**, Proportion of each cluster among index-sorted CXCR6^−^RORγt(Venus)^+^MHCII^+^NCAM1^−^EpCAM^−^ cells. **g**, Frequency of IL1R2^+^ cells among indicated TC subsets in mLN of P14 *Rorc*^*Venus*^ (*n* = 4) mice. **h**, Frequency of Ki67^+^ cells across TC subsets from mLN of P14 C57Bl/6 mice (*n* = 4). **i**, Flow sorting for isolation of the TCP and early TCs from mLN of P11–12 *Rorc*^*Venus*^ mice. **j**, Schema for ex vivo cultures of TCP and early TCs from with mLN slices from 2–3-week-old CD45.1 mice. **k**, Flow cytometry of Siglec-F expression on FL TLPs from E17.5 *Rorc*^*Venus*^ mice and summary graph (*n* = 8 mice). **l**, Expression of *Siglecf* in clusters defined in Fig. 1g. **m**, Representative flow cytometry for identification of ILC subsets in mLN of P11 *Siglecf*^*cre*^*R26*^*lsl-tdTomato*^*Rorc*^*Venus*^ mice. Each symbol represents an individual mouse. Error bars: means ± s.e.m. Data in **g** and **h** representative of three independent experiments. Data in **i**, **j** and **m** representative of two independent experiments. Data in **k** representative of three independent experiments. One-way ANOVA (e, g, h). All *P* values are indicated on the corresponding graphs. Source data

**Extended Data Fig. 5:**
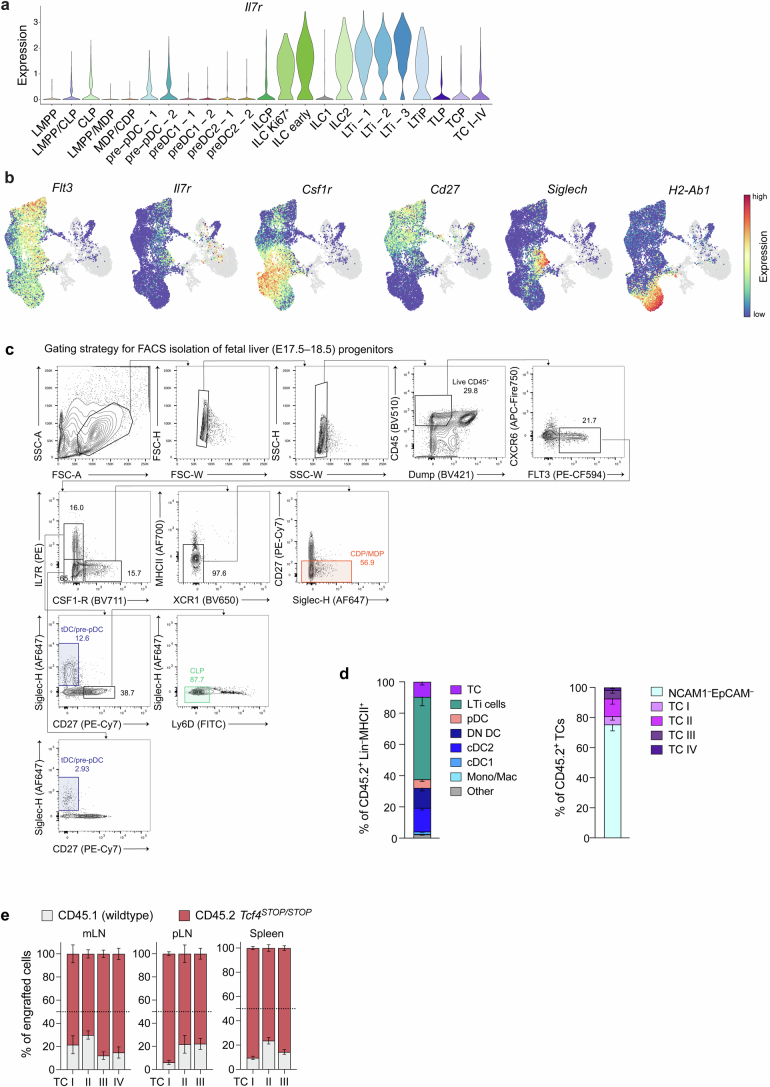
TLP are descended from IL7R^+^SiglecH^+^ lymphoid progenitors. **a**, Violin plot of *Il7r* expression across clusters defined in Fig. 1h. **b**, UMAP of FL progenitors colored by unimputed expression of indicated genes. FL cells colored in grey. **c**, FACS-isolation of Lin(CD19, NK1.1, TCRβ, TCRγδ, Ter-119, Ly-6G, CD3e, FceR1a, CD90.2, CD88, Siglec-F)^−^FLT3^+^IL7R^+^CSF1R^−^Ly6D^−^CD27^+^ CLP, Lin^−^FLT3^+^SiglecH^+^ pDC/tDC progenitors, or Lin^−^FLT3^+^IL7R^−^CSF1R^+^MHCII^−/lo^CD11c^−/lo^ MDP/CDP progenitors from E18.5 *Rorc*^*Venus*^ liver. **d**, Frequency of APC subsets (left) among mLN Lin(CD19, TCRβ, Siglec-F^hi^)^−^MHCII^+^ CD45.2^+^ cells, 6 days post transfer into CD45.1 P2 recipients (*n* = 6). Frequency of TC subsets (right) among CD45.2^+^ TCs in mLN 6 days post transfer into CD45.1 P2 recipients (*n* = 6). **e**, Competitive chimeras were generated with a 1:1 mix of CD45.2 *Tcf4*^*STOP/STOP*^ and CD45.1 wildtype E18.5 FL transplanted into lethally irradiated CD45.1 recipients and analyzed 4 weeks later (*n* = 5 recipients). Proportion of CD45.2 and CD45.1 cells among TC subsets in mLN, skin-draining peripheral lymph nodes (pLN) and spleen. Data in **d** pooled from five independent experiments, data in **e** representative of three independent experiments. Error bars: means ± s.e.m. One-way ANOVA (d). All *P* values are indicated on the corresponding graph. Source data

**Extended Data Fig. 6:**
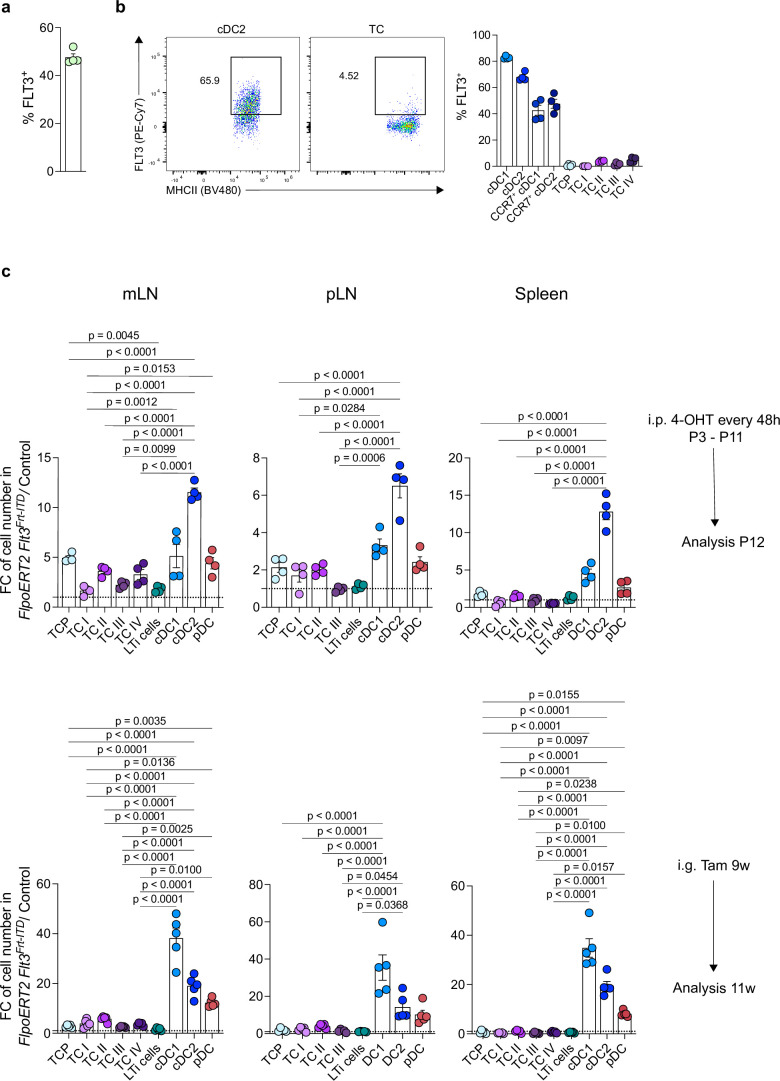
FLT3 regulation of TC differentiation. **a**, Proportion of FLT3^+^ TLP within E18.5 FL of *Rorc*^*Venus*^ mice (*n* = 4). **b**, Flow cytometry and summary graph of FLT3 expression by indicated cell types within mLN of P14 *RORc*^*Venus*^ mice (*n* = 4). **c**, Summary graph of fold change of cell numbers (R26:FlpoERT2 *Flt3*^*Frt-ITD*^ (*n* = 5 adult or 4 neonatal mice) over littermate control (*n* = 3 adult or 6 neonatal) mice for indicated cell types in mLN, pLN and spleen. Data in **b** representative of two independent experiments. Data in **c** pooled from two independent experiments (neonates) or representative of two independent experiments (adult). Error bars: means ± s.e.m. One way ANOVA (c). All *P* values are indicated on the corresponding graph. Source data

**Extended Data Fig. 7:**
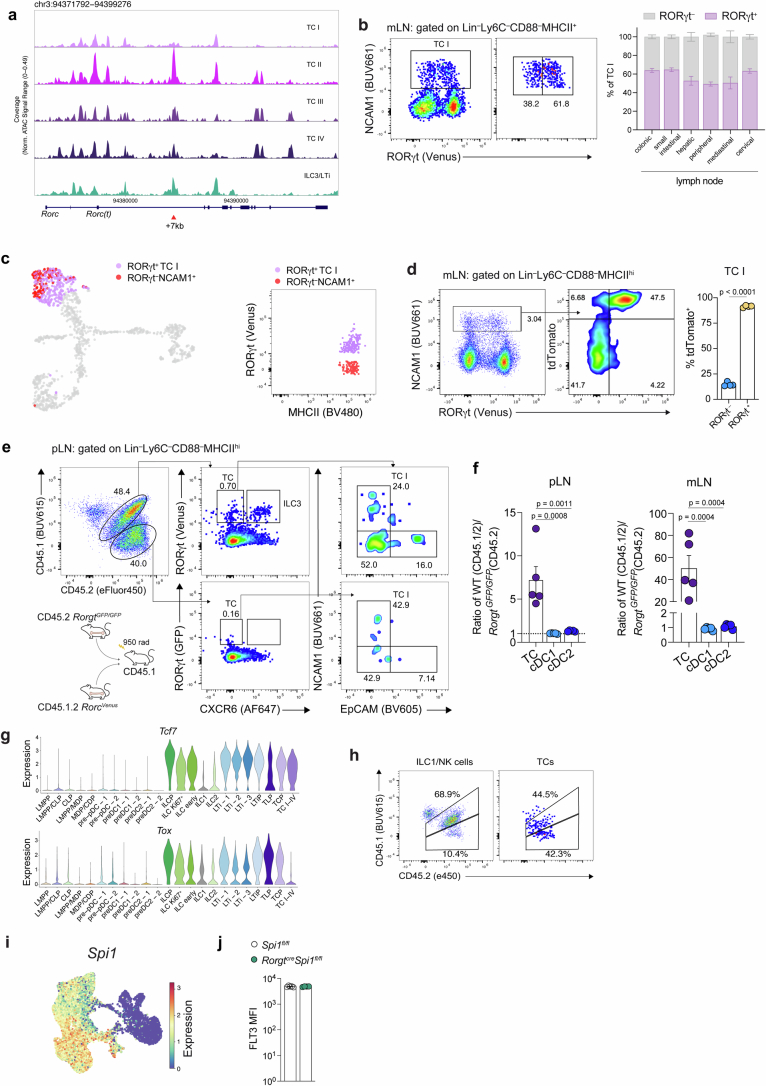
Transcriptional regulation of TCP differentiation. **a**, Chromatin accessibility at the *Rorc* locus. **b**, Expression of RORγt (Venus) by Lin^−^MHCII^hi^NCAM1^+^ cells (TC I) in mLN of P14 *Rorc*^*Venus*^*Aire*^*GL*^ mice and summary graph of proportion of RORγt(Venus)^+^ and RORγt(Venus)^−^ cells among Lin^−^MHCII^hi^NCAM1^+^ across indicated lymph nodes (*n* = 3). **c**, UMAP of RORγt^+^ TCs (as in Fig. 2a) and RORγt^−^MHCII^+^NCAM1^+^ profiled by SS3 (left) and flow plot of RORγt(Venus) expression. **d**, Expression of RORγt (Venus) and tdTomato in Lin^−^MHCII^hi^NCAM1^+^ cells from mLN of P15 *Rorc*^*Venus*^*Rorgt*^*cre*^*R26*^*lsl-tdTomato*^ mice (*n* = 4) and summary graph of proportion of tdTomato^+^ cells (right). **e**, Mixed BM chimeras were generated with a 1:1 mix of CD45.2 *Rorgt*^*GFP/GFP*^ and CD45.1/2 *Rorc*^*Venus*^ (wildtype) BM transplanted into lethally irradiated CD45.1 recipients and analyzed 3 weeks later. Representative flow cytometry of Venus^+^ (wildtype) or GFP^+^ (RORγt-null) TC subsets and LTi cells in pLN. **f**, Summary graphs of ratio of CD45.1.2 wildtype cells over CD45.2 RORγt-deficient cells among indicated cell types (*n* = 5). Each symbol represents an individual mouse. **g**, Expression of *Tox* and *Tcf7* across clusters defined in Fig. 1h. **h**, Mixed BM chimeras were generated with a 1:1 mix of CD45.2^+^ *Il7r*^*cre*^*Tox*^*fl/fl*^ and CD45.1/2 wildtype BM transplanted into lethally irradiated CD45.1 recipients and analyzed 4 weeks later. Representative flow plot of CD45.1/2 and CD45.2 cells gated on NK/ILC1 or TCs**. i**, UMAP as in Fig. 1h colored by unimputed expression of *Spi1* (PU.1). **j**, Expression of FLT3 by FL TLP in *Rorgt*^*cre*^*Spi1*^*fl/fl*^ or littermate control mice. Data in **b, d**, and **e** are representative of three or more independent experiments, data in **e** and **h** are representative of two independent experiments. Error bars: means ± s.e.m. Two-tailed unpaired *t*-test (d) or one-way ANOVA (f). All *P* values are indicated on the corresponding graph. Source data

**Extended Data Fig. 8:**
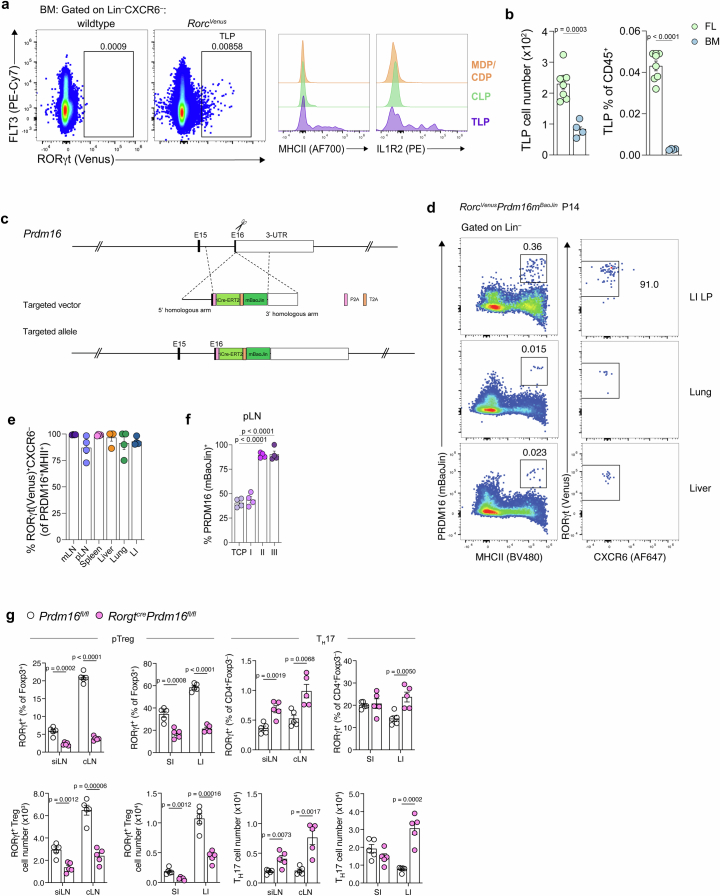
Postnatal regulation of TC differentiation. **a**, Representative flow plot of TLP in BM of adult (13 week) *Rorc*^*Venus*^ mice and expression of TLP marker genes. Representative of *n* = 3 mice. **b**, Absolute number and frequency of TLP in E18.5 FL (*n* = 8) or adult (8-week-old) BM (*n* = 4) from *Rorc*^*Venus*^ mice. **c**, Targeting strategy for the *Prmd16* locus. **d**, Representative flow cytometry of PRDM16(mBaoJin)-expressing antigen presenting cells in large intestine lamina propria (LI), lung, and liver of P14 *Rorc*^*Venus*^*Prdm16*^*creERT2-mBaoJin*^ mice. Representative of *n* = 4 mice. **e**, Frequency of RORγt(Venus^+^)CXCR6^−^ TCs among all PRDM16(mBaoJin)^+^ APCs. **f**, Summary graph of frequency of PRDM16(mBaoJin)^+^ cells among TC subsets within pLN of *Rorc*^*Venus*^*Prdm16* ^*creERT2-mBaoJin*^ P14 mice (*n* = 4). **g**, Frequency and number of RORγt^+^Foxp3^+^ pTreg cells and CD4^+^Foxp3–CD44^hi^RORγt^+^ T_H_17 cells in colonic LN (cLN), small intestinal LN (siLN), small intestine lamina propria (SI) and LI of P28 *Rorgt*^*cre*^*Prdm16*^*fl/fl*^ mice (*n* = 5 mice per group). Each symbol represents an individual mouse. Data in **d**–**g** are representative of two-three independent experiments. Each symbol represents an individual mouse. Error bars: means ± s.e.m. Two-tailed unpaired t-test (b, g) or one-way ANOVA (d). All *P* values are indicated on the corresponding graph. Source data

**Extended Data Fig. 9:**
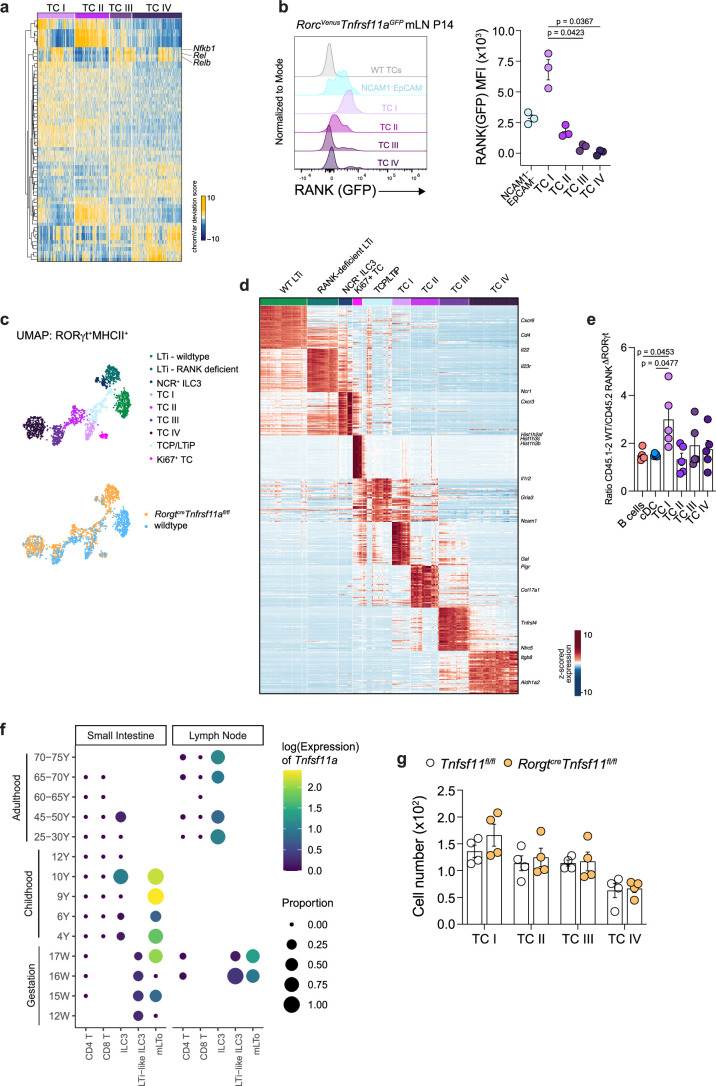
TC I differentiation is dependent on LTo-derived RANKL. **a**, Heatmap reporting scaled chromVAR deviation transcription factor (TF) motif scores for top TF gene-motif pairs in TCs in scATAC-seq data from Akagbosu et al. **b**, Expression of RANK(GFP) by TC subsets within mLN of P14 *Rorc*^*Venus*^*Tnfrsf11a*^*GFP*^ (*n* = 4) mice and summary graph of median fluorescence intensity (MFI). **c**, UMAP of 1505 RORγt^+^MHCII^+^ cells from mLN of P14 *Rorc*^*Venus*^*Rorgt*^*cre*^*Tnfrsf11a*^*fl/fl*^ (*n* = 6) or littermate *Rorc*^*Venus*^*Tnfrsf11a*^*fl/fl*^ (wildtype; *n* = 4) mice colored by cluster annotation (top) or genotype (bottom). **d**, Heatmap showing scaled, imputed expression of top 50 differentially expressed genes (one vs the rest, FC > 1.5, adj. *P* < 0.01) for each cluster. **e**, Mixed BM chimeras were generated with a 1:1 mix of CD45.2^+^ *Rorgt*^*cre*^*Tnfrsf11a*^*fl/fl*^ and CD45.1/2 wildtype BM transplanted into lethally irradiated CD45.1 recipients. Proportion of CD45.1 and CD45.2 cells among indicated TC subsets, 4 weeks post reconstitution (*n* = 5 recipients). **f**, Dot plot of *Tnfsf11* expression by indicated cell types within lymph nodes and intestinal tissue, profiled across development (Human Gut Atlas). **g**, Summary graph of TC subset numbers within mLN of P14 *Rorgt*^*cre*^*Tnfsf11*^*fl/fl*^ mice and littermate controls (*n* = 4 per group). Each symbol represents an individual mouse. Data are representative of two (**e**), three (**g**) or four (**b**) independent experiments. Error bars: means ± s.e.m. One-way ANOVA (b, e). All *P* values are indicated on the corresponding graph. Source data

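In the wild-type cells of this map, the paper's genes for TC II and TC IV, and most of those for TC I, TC III and LTi cells, were highest in the cell type they are named for. Over all 38 pairs of gene and cell type that the paper names, 24 were highest there in most mice, and 1 of the 11 TCP/LTiP genes was. Each mouse was compared over the cell types with at least 5 cells in it, which were all 8 in 2 of 4 mice. TC I had the highest *Ncam1* in 4 of 4 wild-type mice, at 106 ± 49.2 CPM (SD, n = 4 mice), and the highest *Gal* in 3 of 4, at 890 ± 183 CPM. TC II had the highest *Col17a1*, a hemidesmosome collagen, at 1024 ± 157 CPM, *Prdm16*, a transcription factor, at 1448 ± 120 CPM, and *Pigr*, the polymeric immunoglobulin receptor, at 93.1 ± 11.0 CPM, each in 4 of 4 mice. TC III led in *Aire* at 481 ± 55.9 CPM, *Tnfrsf4*, which encodes OX40, at 647 ± 44.7 CPM, and *Nlrc5*, a transactivator of MHC class I genes, at 501 ± 123 CPM, again in 4 of 4 mice each. TC IV had the highest *Itgb8*, the integrin chain that activates TGFβ, at 408 ± 58.6 CPM in 4 of 4 mice, *Ccl22*, a chemokine for CCR4, at 4688 ± 1897 CPM in 4 of 4, and *Aldh1a2*, an enzyme of retinoic acid synthesis, at 145 ± 44.2 CPM in 3 of 4. *Ly75*, which encodes the endocytic receptor DEC-205, was higher in TC IV (1211 ± 238 CPM, highest in 4 of 4 mice) than in TC III (634 ± 132 CPM). TCP/LTiP had the highest *Il1r2*, a decoy receptor for IL-1, at 556 ± 128 CPM in 4 of 4 mice. *Gria3*, a glutamate receptor subunit, was at 341 ± 67.3 CPM in TCP/LTiP and at 408 CPM in TC I, where it was highest in 3 of 4 mice. *Tmem176b*, a membrane protein, was highest in TCP/LTiP in 1 of 4 mice and in TC I in 3 of 4. *Tnfsf11*, which encodes RANKL, was at 367 ± 27.6 CPM in TCP/LTiP and at 442 ± 108 CPM in LTi cells, where it was highest in 3 of 4 mice. LTi cells led in *Rora*, a transcription factor of ILCs, at 2359 ± 154 CPM, and in *Il22*, *Il23r*, *Cd4* and *Cxcr6*, each in 4 of 4 mice. Ki67+ TCs had *Mki67* at 623 ± 140 CPM (SD, n = 3 mice with at least 5 cells, highest in 3 of 3), and NCR+ ILC3 had *Ncr1* at 258 ± 130 CPM (SD, n = 2 mice, highest in 2 of 2). These CPM are of the summed counts of a cell type in a mouse, with no further scaling. Median depth differed from 8449 transcripts per cell in NCR+ ILC3 and 8511 in LTi cells to 26614 in Ki67+ TCs. The clusters were named from such genes, so no test between cell types was made.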

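LTi cells from RANK-deficient mice held more transcripts of type 3 cytokines and fewer of MHC class II than LTi cells from wild-type mice. *Il22* (chromosome 10 of GRCm38, 118204942 to 118210047), a cytokine that acts on epithelial cells, was at 1107 ± 132 CPM (SD, n = 4 mice) in wild-type and 3616 ± 1027 (SD, n = 6) in RANK-deficient mice. This is a log2 fold change of 1.71 (standard error 0.16, adjusted p = 3.5e-07 from edgeR), and every RANK-deficient mouse lay above every wild-type mouse. *H2-Aa* (chromosome 17, 34282744 to 34287823), the α-chain of the MHC class II molecule I-A, fell from 3410 ± 343 CPM to 549 ± 616 CPM, a log2 fold change of −2.73 (standard error 0.40, adjusted p = 5.7e-05 from edgeR). The map holds LTi cells as 2 clusters: LTi – wildtype had 271 cells from wild-type and 4 from RANK-deficient mice, and LTi – RANK deficient had 1 and 177. Both clusters were joined for the comparison, and these CPM are scaled by TMM.
Of 12 genes of type 3 cytokines, their receptors and regulators, listed before the data were examined, 10 were measured, 9 were higher in RANK-deficient LTi cells and none was lower (10 higher when adjusted over the list alone). Beside *Il22* these included *Il17f*, another type 3 cytokine (log2 fold change 3.85), and *Ahr*, the aryl hydrocarbon receptor (2.51). They also included *Rorc*, whose rise cannot be told apart from the *Rorgt* cre allele that only RANK-deficient mice carry. For the other genes and lists here too, an effect of this allele cannot be told apart from one of RANK loss. The set passed camera (adjusted p = 7.5e-12) and passed it with an estimated correlation (adjusted p = 0.0020). *Il23r*, the receptor chain for the cytokine that induces IL-22, rose by 1.26. Among 11 measured genes of MHC class II antigen presentation, 10 were lower and none was higher (10 lower when adjusted over the list alone), among them *H2-Eb1* (−2.72), *H2-DMb2* (−3.59) and *H2-Oa* (−2.49). Camera gave an adjusted p of 7.5e-12 for this list, and 0.073 with an estimated correlation. RANK-deficient mouse 2 stood apart here, with *H2-Aa* at 1801 CPM against 217 to 387 in the other 5 RANK-deficient mice, and without it the log2 fold change of *H2-Aa* was −3.48. The sort required MHCII protein on every cell. MHC class I genes went the other way, with 11 of 13 measured genes higher and none lower (12 higher when adjusted over the list alone), among them the peptide transporters *Tap1* (1.77) and *Tap2* (1.05) and the class Ib gene *H2-Q7* (0.96). Its adjusted p from camera was 6.8e-08, and 0.14 with an estimated correlation.
In non-canonical NF-κB and RANK–CD40 signalling, 5 of 11 measured genes were lower in RANK-deficient LTi cells and 1 was higher (the same numbers when adjusted over the list alone). The lower genes included the signalling adaptors *Traf1* (−1.34) and *Traf3* (−0.84) and the ubiquitin ligases *Birc2* (−1.03) and *Birc3* (−0.73), and camera gave an adjusted p of 0.044, or 0.14 with an estimated correlation. The list was not split into activators and inhibitors of the pathway, so its direction does not give the activity of the pathway. NF-κB target genes went both ways, with 8 of 24 higher and 8 lower (10 and 10 when adjusted over the list alone) and camera at an adjusted p of 0.99. *Relb*, the NF-κB subunit that the paper names as a candidate regulator of TC I, fell from 284 ± 50.0 CPM to 172 ± 38.3 CPM in LTi cells (log2 fold change −0.67, adjusted p = 0.0070 from edgeR). Of 15 glycolysis genes 6 rose and 1 fell (8 higher and 1 lower when adjusted over the list alone), with the hexokinase *Hk2* at 1.11 and the enolase *Eno1* at 0.84, and camera gave an adjusted p of 0.021, or 0.14 with an estimated correlation. Of 18 LTi genes 8 rose and 4 fell (the same numbers when adjusted over the list alone), with camera at an adjusted p of 0.066. Here the IL-1 receptor *Il1r1* (1.13) and the follicle-homing receptor *Cxcr5* (1.12) rose, *Ltb*, a lymphotoxin chain, fell by 1.39 on the log2 scale, and *Cd4* had a log2 fold change of 0.00 (adjusted p = 0.997 from edgeR). *Rora* fell by 0.53, and *Cxcr6*, whose protein the sort excluded, fell by 0.59. The call for *Cxcr6* ended without wild-type mouse 2 (adjusted p = 0.058 from edgeR).
Among genes with large fold changes, *Cxcl10*, a chemokine induced by interferon (4.96), the interferon-induced GTPases *Igtp* (3.78) and *Gbp6* (3.71), the chemokine receptors *Ccr8* (4.72) and *Ccr10* (4.14), the co-stimulatory receptor *Cd28* (3.49), the inhibitory receptor *Pdcd1* (3.21) and *Klrk1*, which encodes NKG2D (2.61), were higher. Of 5 measured genes on the interferon-stimulated list 1 was higher and 1 lower (4 and 1 when adjusted over the list alone), with camera at an adjusted p of 0.42, or 0.69 with an estimated correlation. *Lingo2*, a transmembrane protein (chromosome 4, 35706647 to 36951747), fell from 796 ± 154 CPM to 5.90 ± 5.25 CPM, a log2 fold change of −6.79, and the growth factor *Nrg2* (−5.34) and the B cell coactivator *Pou2af1* (−4.74) fell too. Of 3 measured B cell markers 2 were lower and 1 was higher, and of 5 T cell markers 2 were lower and 1 was higher (the same numbers when adjusted over each list alone), with camera at adjusted p of 0.35 and 0.52. *Rorc* rose by 1.85 (standard error 0.16, adjusted p = 1.4e-07 from edgeR), in mice that also carry *Rorgt* cre, which the wild-type mice lack. In total, edgeR called 991 of 5307 measured genes at an adjusted p under 0.05, 518 higher and 473 lower, and DESeq2 called 884 of the 991. The genotypes did not overlap in 671 of the 991 genes and in 13.98% of all measured genes, and chance gives 0.952% of genes for 4 mice against 6. Without RANK-deficient mouse 2, 999 genes were called.

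**Figure D2:**
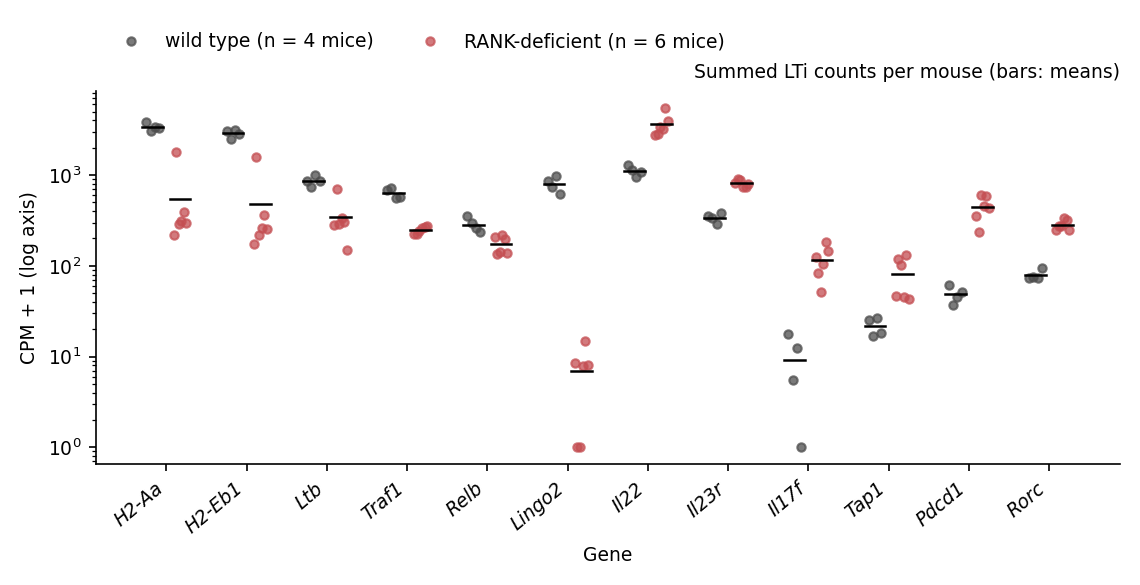
Normalized LTi transcript levels per mouse, as CPM plus 1 on a log axis, of 12 genes in 4 wild-type and 6 RANK-deficient mice (points: mice; bars: means). *Lingo2* averages 796 CPM in wild-type and 5.90 CPM in RANK-deficient mice, and *Il22* 1107 and 3616 CPM.

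LTi cells made up 37.4% ± 4.32 (SD, n = 4 mice) of all annotated cells in wild-type mice and 23.5% ± 5.27 (SD, n = 6) in RANK-deficient mice, lower in 6 of 6 than in every wild-type mouse (adjusted p = 0.019, exact permutation test over 2 shares). NCR+ ILC3 made up 3.06% ± 1.68 and 7.96% ± 4.72, higher in 5 of 6 RANK-deficient mice than in every wild-type mouse (adjusted p = 0.0286, same exact permutation test), with RANK-deficient mouse 2 at 17.2%. The NCR+ ILC3 shares rest on few cells, 22 from all wild-type and 59 from all RANK-deficient mice. Without wild-type mouse 2, or without wild-type mouse 4, the adjusted p for NCR+ ILC3 was 0.0714 (exact permutation test). Both shares are of cells that passed the MHCII+ CXCR6− sort and the authors' filters.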

**Extended Data Fig. 10:**
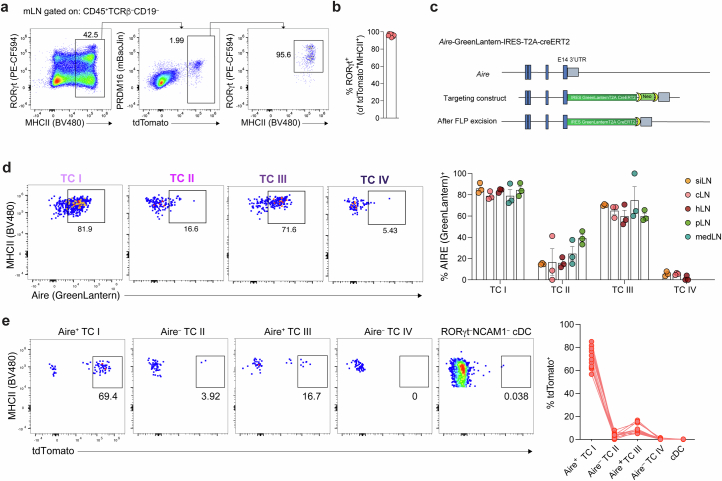
TC I*–*IV represent discrete cell subsets. **a**–**b**, Representative flow cytometry and summary graph of frequency of RORγt^+^ cells among CD19^−^MHCII^+^tdTomato^+^ cells from mLN of P14 *Prdm16*^*creERT2-mBaoJin*^*R26*^*lsl-tdTomato*^ mice treated with 4-OHT from P7. **c**, Targeting strategy for the *Aire* locus. **d**, Representative flow cytometry of Aire (GreenLantern) expression among TC subsets in mesenteric lymph nodes (mLN) of *Rorc*^*Venus*^*Aire*^*GreenLantern-creERT2*^ P14 (*n* = 3) mice and summary graph for frequency of Aire^+^ cells among TCs from indicated lymph nodes (pLN, peripheral LN; hLN, hepatic LN; medLN, mediastinal LN; cLN, colonic LN; siLN, small intestinal LN). **e**, Flow cytometry and summary graph of tdTomato expression among TC subsets from mLN of P18 *Aire*^*GreenLantern-creERT2*^*R26*^*lsl-tdTomato*^ mice treated with 4-OHT from P7 (*n* = 11). Data in **a** and **d** representative of three independent experiments, data in **b** and **e** pooled from two independent experiments. Each symbol represents and individual mouse. Error bars: means ± s.e.m. Source data

## Data Availability

The scRNA-seq datasets are available in the NCBI Gene Expression Omnibus under accession number GSE316677. This manuscript uses publicly available data from the Human Cell Atlas, available at https://www.gutcellatlas.org, and previously published scRNA/ATAC-seq data from GSE174405 and GSE294005. Source data are provided with this paper.

## Code availability

No new software or code was generated in this study. The scripts used to analyse scRNA-seq data can be accessed at Github (https://github.com/pty0111/TC-progenitor-2026).

# Supplementary material for: Ontogeny and transcriptional regulation of Thetis cells
**Source:** Nature. 2026 Feb 3;653(8114):538–47. doi: 10.1038/s41586-026-10198-z
**Supplement:** Supplementary file 1 — Supplementary Figs. 1 and 2.

Supplementary information

Ontogeny and transcriptional regulation of Thetis cells

In the format provided by the
authors and unedited

Ontogeny and transcriptional regulation of Thetis cells

Authors: Yoselin A. Paucar Iza^{1,2}, Tyler Park³, Eliyambuya Baker¹, Gayathri Shibu^{1,2}, Tilman Hoelting¹, Greyson Feather¹, Anushka Yadav¹, Yollanda Franco Parisotto¹, Zihan Zhao¹, Blossom Akagbosu¹, Marc Elosua Bayes¹⁺, Logan Fisher^{1,2}, Lucas M. James⁴, Jianping Ma⁵, Benjamin D. Philpot⁴, Behdad Afzali⁵, Christina Leslie³, Chrysothemis C. Brown^{1,2,6}

Supplementary Fig. 1. FACS-isolation of IL7R-fate mapped and ROR γ t(Venus)⁺ cells

Supplementary Fig. 2 FACS-isolation of TCs for Smart-seq3

Other Supplementary Material for this manuscript includes the following:

Supplementary Table 1. Metadata for samples processed for Flex scRNA-seq on IL7R-fate mapped and ROR γ t⁺ cells.

Supplementary Table 2. List of differentially expressed genes for TCP, LTiP and TLP clusters from Fig. 1l.

Supplementary Table 3. List of antibodies used for flow cytometry.

Gating strategy for mesenteric anlagen and mLN sort from *Il7^{cre}R26^{tdTomato}* mice for single cell Flex-seq

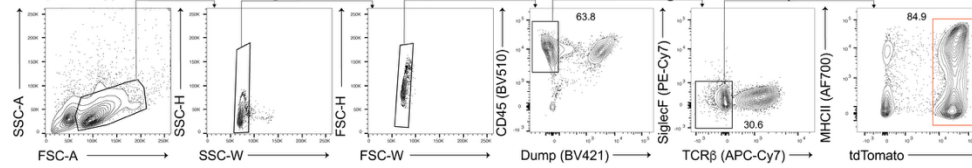

Gating strategy for bone marrow sort from *Il7^{cre}R26^{tdTomato}* mice for single cell Flex-seq

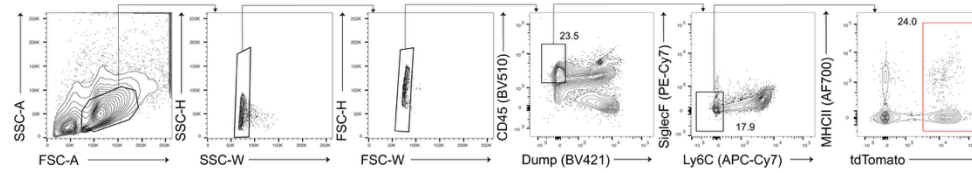

Gating strategy for liver sort from *Il7^{cre}R26^{tdTomato}* mice for single cell Flex-seq

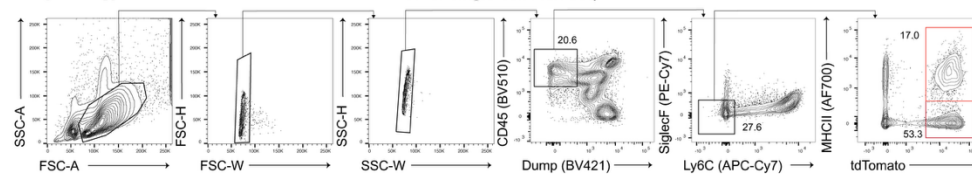

Gating strategy for mesenteric anlagen and mLN sort from *Rorc^{Venus}* mice for single cell Flex-seq

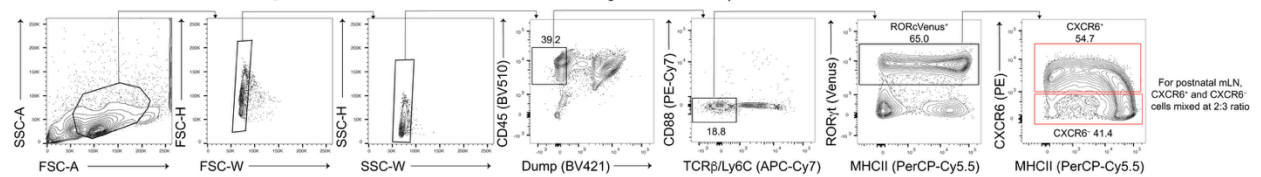

Gating strategy for liver sort from *Rorc^{Venus}* mice for single cell Flex-seq

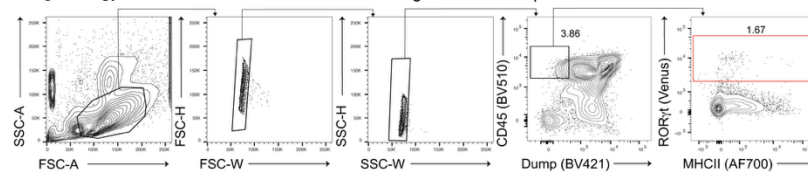

Supplementary Fig. 1. FACS-isolation of IL7R-fate mapped and RORγt(Venus)⁺ cells

FACS isolation of CD45⁺Lin⁻ IL7R-fate mapped and Lin⁻RORγt(Venus)⁺ cells in E17.5–18.5 fetal liver, bone marrow (BM) and mesenteric anlagen, and P7 liver, BM and mesenteric lymph nodes (mLN). Lineage markers for each tissue and strain provided in Supplementary Table 1.

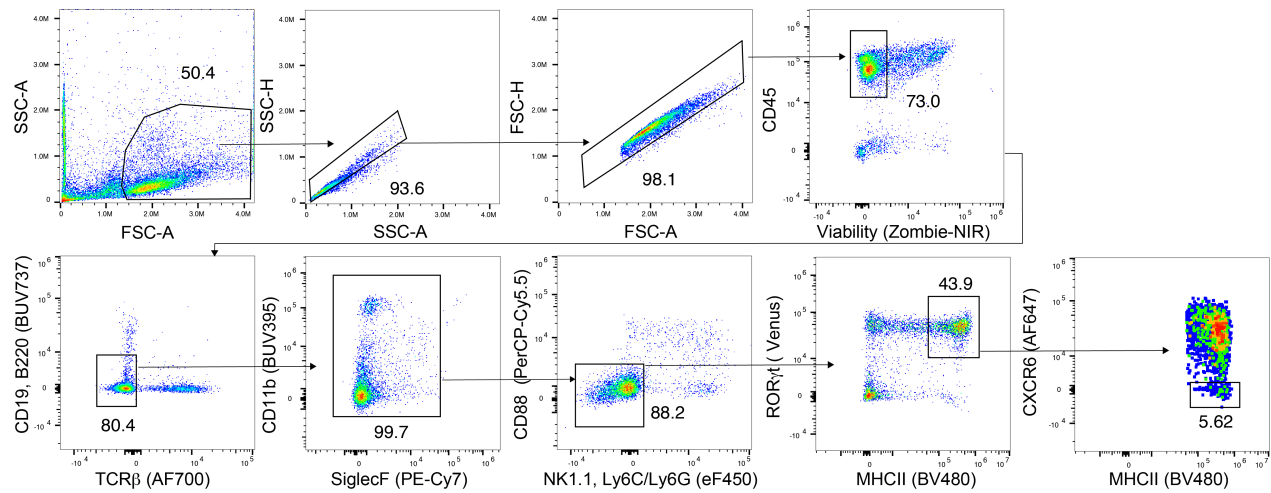

Supplementary Fig. 2 FACS-isolation of TCs for Smart-seq3

FACS isolation of TCs from mLN of 2-week-old *Rorc*^{Venus} mice (pooled from 14 biological replicates) for Smart-seq 3 (SS3) analysis.

# Supplementary material for: Ontogeny and transcriptional regulation of Thetis cells
**Source:** Nature. 2026 Feb 3;653(8114):538–47. doi: 10.1038/s41586-026-10198-z
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection Cytek Aurora v3.3.0 and FACS Diva v8.0.1 (BD Biosciences) for flow cytometry. 10X Chromium for single cell RNA-sequencing. Details for RNA-seq are included in the methods.

Data analysis Flowjo v10.10.0 for flow cytometry data. GraphPad Prism v9 and v10 for statistical analyses.

All computational methods are detailed in the Methods. No custom code was created for this study. Scripts used to analyze scRNA-seq data are available at Github (<https://github.com/pty0111/TC-progenitor-2026>). The following softwares were used: HARP v0.1.1, Cell Ranger v8.0.0, Seurat v4.4.0, SCsimilarity v0.3.0, Celltypist v1.5.3, zUMIs v2.9.7e, STAR v2.7.11a, CellRank 2 v2.0.6, ArchR v1.0.3, chromVAR v1.14.0

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The mouse sequencing data is available through the Gene Expression Omnibus (accession number GSE316677). Sequencing data for the Human Gut Atlas has been published previously and the processed data is publicly available from <https://www.gutcellatlas.org>. Previously published scRNA/ATAC-seq data from Cabric et al. (GSE174405) and Akagbosu et al. (GSE294005) were referenced.

Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences

☐ Behavioural & social sciences

☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Sample size was determined based on preliminary data, and previously published data for similar experiments (PMID: 38677292, PMID: 31358996 and 40373113). In all experiments, a minimum of three mice per group were used, Details as to the number of replicates and sample size are included in the Methods or Figure Legends.

Data exclusions

Samples with insufficient cell numbers were excluded from the analyses (Figure 3c; <90 CD45.2+Lin-MHCII+).

Replication

All experiments were repeated at least twice as successful, independent experiments. Details as to the exact number of replicates are included in the Figure Legends.

Randomization

All mice within a litter were used for immune-phenotyping experiments. Both male and female age-matched littermate controls were used for experiments. No treatments or interventions requiring allocation to an experimental or control group were performed.

Blinding

Investigators were not blinded. Mice of different genotypes were treated equally and housed together.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

The following monoclonal fluorophore-conjugated antibodies were used in this study:

B220 - Brilliant UltraViolet 737 - RA3-6B2 - BD Biosciences - 612838 - 1/600
 c-Kit - Brilliant UltraViolet 395 - 2B8 - BioLegend - 564011 - 1/800
 CCR6 - Brilliant Violet 785 - 29-2L17 - BioLegend - 129823 - 1/300
 CCR6 - Alexa Fluor 647 - 140706 - BD Biosciences - 557976 - 1/200
 CCR6 - PE-Fluor810 - 29-2L17 - BioLegend - 129833 - 1/100
 CCR7 - Alexa Fluor 488 - 4B12 - BioLegend - 120110 - 1/100
 CD11b - Brilliant UltraViolet 395 - M1/70 - BD Biosciences - 563553 - 1/1000
 CD11b - Brilliant Violet 785 - M1/70 - BioLegend - 101243 - 1/400
 CD11c - APC-Cy7 - N418 - BioLegend - 117323 - 1/200
 CD11c - Brilliant UltraViolet 563 - N418 - BD Biosciences - 749040 - 1/400
 CD19 - Brilliant UltraViolet 737 - 1D3 - BD Biosciences - 612781 - 1/800
 CD19 - Biotinylated - 6D5 - BioLegend - 115504 - 1/200
 CD19 - Brilliant Violet 421 - 6D5 - BioLegend - 115549 - 1/400
 CD19 - FITC - 1D3 - BD Biosciences - 557398 - 1/500
 CD27 - PE-Cy7 - LG.7F9 - ThermoFisher - 25-0271-80 - 1/100
 CD27 - FITC - LG.7F9 - ThermoFisher - 11-0271-82 - 1/1000
 CD31 - FITC - MEC13.3 - BD Biosciences - 553372 - 1/200
 CD3e - Biotinylated - 145-2c11 - BioLegend - 100304 - 1/200
 CD45 - Brilliant Violet 570 - 30-F11 - BioLegend - 103136 - 1/600
 CD45 - Brilliant Violet 510 - 30-F11 - BioLegend - 103138 - 1/2000
 CD45.1 - Brilliant UltraViolet 615 - A20 - BD Biosciences - 751467 - 1/100
 CD45.2 - Violet450 - 104 - Tonbo Bioscience (Fisher Scientific) - 50-105-5147 - 1/400
 CD64 - PE-Cy7 - X-54-5/7.1 - BioLegend - 139314 - 1/200
 CD88 - Brilliant Violet 421 - 20/70 - BD Biosciences - 743769 - 1/400
 CD88 - Biotinylated - 20/70 - BioLegend - 135811 - 1/200
 CD88 - PerCP-Cy5.5 - 20/70 - BioLegend - 135813 - 1/100
 CD90.2 - Biotinylated - 30-H12 - BioLegend - 105304 - 1/200
 CD90.2 - Brilliant Violet 786 - 53-2.1 - BD Biosciences - 564365 - 1/800
 CD90.2 - Brilliant UltraViolet 496 - 53-2.1 - BD Biosciences - 741046 - 1/400
 CSF1-R - Brilliant Violet 711 - AFS98 - BioLegend - 135515 - 1/100
 CXCR6 - PE - SA051D1 - BioLegend - 151104 - 1/200
 CXCR6 - Alexa Fluor 647 - SA051D2 - BioLegend - 151115 - 1/200
 CXCR6 - APC-Fire750 - SA051D1 - BioLegend - 151129 - 1/200
 EpCAM - Brilliant Violet 605 - G8.8 - BioLegend - 118227 - 1/200
 EpCAM - Brilliant Violet 650 - G8.8 - BioLegend - 118241 - 1/200
 EpCAM - PE-Cy7 - G8.8 - BioLegend - 118216 - 1/1000
 FcεR1a - Biotinylated - MAR-1 - ThermoFisher - 13-5898-82 - 1/100
 FLT3 - PE-Cy7 - A2F10.1 - BD Biosciences - 567594 - 1/600
 FLT3 - PE-CF594 - A2F10.1 - BD Biosciences - 562537 - 1/200
 ICAM-1 - PerCP-Cy5.5 - YN1/1.7.4 - BioLegend - 116124 - 1/200
 IL1R2 - PE - 4E 2 - BD Biosciences - 554450 - 1/200
 IL7R - APC - A7R34 - BioLegend - 135012 - 1/200
 IL7R - Brilliant Violet 785 - A7R34 - BioLegend - 135037 - 1/200
 IL7R - PE - A7R34 - Tonbo Bioscience (Fisher Scientific) - 50-1271-U100 - 1/200
 IL7R - Brilliant UltraViolet 737 - SB/199 - BD Biosciences - 564399 - 1/200
 KLRG1 - FITC - 2F1 - ThermoFisher - 11-5893-82 - 1/200
 Ly6C - eFluor 450 - RB6-8C5 - ThermoFisher - 48-5931-80 - 1/200
 Ly6C - Brilliant Violet 711 - HK1.4 - BioLegend - 128037 - 1/800
 Ly6D - eFluor 450 - 49-H4 - Thermo - 48-5974-80 - 1/1600
 Ly6D - FITC - 49-H4 - BioLegend - 138605 - 1/3000
 Ly6G - Biotinylated - 1A8 - BioLegend - 127604 - 1/200
 Ly6G - APC-Fire 810 - 1A8 - BioLegend - 127669 - 1/600
 MHC Class II (I-A/I-E) - PerCP-Cy5.5 - M5/114.15.2 - Tonbo Bioscience (Fisher Scientific) - 65-5321-U100 - 1/400
 MHC Class II (I-A/I-E) - Alexa Fluor 700 - M5/114.15.2 - BioLegend - 107622 - 1/1300
 MHC Class II (I-A/I-E) - Brilliant Violet 480 - M5/114.15.2 - BD Biosciences - 566086 - 1/800
 MHC Class II (I-A/I-E) - Brilliant UltraViolet 563 - M5/114.15.2 - BD Biosciences - 748846 - 1/1500
 NCAM-1 - Brilliant UltraViolet 661 - 809220 - BD Biosciences - 750021 - 1/100

NCAM-1 - Brilliant Violet 480 - 809220 (RUO) - BD Biosciences - 748095 - 1/100
 Neuropilin-1 - Brilliant Violet 421 - 3 E 12 - BioLegend - 145209 - 1/400
 NK1.1 - eFluor 450 - PK136 - ThermoFisher - 48-5941-82 - 1/400
 NK1.1 - Biotinylated - PK136 - BioLegend - 108704 - 1/200
 NK1.1 - Brilliant Violet 510 - PK136 - BioLegend - 108738 - 1/300
 NKp46 - Brilliant Violet 650 - 2911.4 - BioLegend - 137635 - 1/100
 PD1 - Brilliant Violet 785 - 29F.1A12 - BioLegend - 135225 - 1/400
 Podoplanin - PE-Cy7 - 8.1.1 - BioLegend - 127412 - 1/400
 RORgt - PE-C594 - Q31-378 - BD Biosciences - 562684 - 1/400
 SiglecF - Brilliant Violet 421 - E50-2440 - BD Biosciences - 562681 - 1/400
 SiglecF - PE-Cy7 - S17007L - BioLegend - 155527 - 1/500
 SiglecF - PerCP-Fire 806 - S17007L - BioLegend - 155535 - 1/800
 SiglecH - Percp-Cy5.5 - 551 - BioLegend - 129614 - 1/200
 SiglecH - Alexa Fluor 647 - 551 - BioLegend - 129608 - 1/400
 SiglecH - Brilliant UltraViolet 395 - 551 - BD Biosciences - 567814 - 1/800
 SIRP-a - Brilliant Violet 605 - P84 - BD Biosciences - 740390 - 1/400
 Streptavidin - Brilliant UltraViolet 737 - Streptavidin - BD Biosciences - 564293 - 1/2000
 Streptavidin - Brilliant Violet 421 - Streptavidin - BioLegend - 405225 - 1/4000
 TCR b - APC-Cy7 - H57-597 - BioLegend - 109220 - 1/400
 TCR b - Alexa Fluor 700 - H57-597 - ThermoFisher - 56-5961-82 - 1/300
 TCR b - Biotinylated - H57-597 - BioLegend - 109204 - 1/200
 TCR gd - Biotinylated - UC7-13D5 - ThermoFisher - 13-5811-85 - 1/200
 TCR gd - Brilliant Violet 421 - GL3 - BioLegend - 118119 - 1/400
 Ter-119 - Biotinylated - TER-119 - BioLegend - 116204 - 1/200
 VCAM-1 - APC - 429 (MVCAM.A) - BioLegend - 105718 - 1/200
 XCR1 - Brilliant Violet 650 - ZET - BioLegend - 148220 - 1/200
 XCR1 - PerCP-Cy5.5 - ZET - BioLegend - 148208 - 1/100
 LIVE/DEAD Fixable Zombie NIR (Biolegend, 423105) was used at 1/2000 to exclude dead cells.
 Anti-CD16/32 (Biolegend, 101320) was used at 1/100 to block binding to Fc receptors prior to cell surface staining.

Validation

All commercially available antibodies are routinely tested by the vendor. Antibody validation is provided on the suppliers' website listed below:

B220 - Brilliant UltraViolet 737 - https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/buv737-rat-anti-mouse-cd45r-b220.612838?tab=antibody_details
 c-Kit - Brilliant UltraViolet 395 - https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/buv395-rat-anti-mouse-cd117.564011?tab=product_details
 CCR6 - Brilliant Violet 785 - <https://sandbox.biolegend.com/en-gb/products/brilliant-violet-785-anti-mouse-cd196-ccr6-antibody-14749>
 CCR6 - Alexa Fluor 647 - https://www.bdbiosciences.com/en-ca/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/alexa-fluor-647-rat-anti-mouse-cd196.557976?tab=product_details
 CCR6 - PE-Fluor810 - <https://www.biolegend.com/en-us/products/pe-fire-810-anti-mouse-cd196-ccr6-antibody-22722>
 CCR7 - Alexa Fluor 488 - <https://www.biolegend.com/en-us/products/alexa-fluor-488-anti-mouse-cd197-ccr7-antibody-2844>
 CD11b - Brilliant UltraViolet 395 - https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/buv395-rat-anti-cd11b.563553?tab=product_details
 CD11b - Brilliant Violet 785 - <https://www.biolegend.com/en-us/products/brilliant-violet-785-anti-mouse-human-cd11b-antibody-7958>
 CD11c - APC-Cy7 - <https://www.biolegend.com/en-us/products/apc-cyanine7-anti-mouse-cd11c-antibody-3931>
 CD11c - Brilliant UltraViolet 563 - https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/buv563-hamster-anti-mouse-cd11c.749040?tab=product_details
 CD19 - Brilliant UltraViolet 737 - https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/buv737-rat-anti-mouse-cd19.612781?tab=product_details
 CD19 - Biotinylated - <https://www.biolegend.com/en-us/products/biotin-anti-mouse-cd19-antibody-1527>
 CD19 - Brilliant Violet 421 - <https://www.biolegend.com/en-us/products/brilliant-violet-421-anti-mouse-cd19-antibody-7160>
 CD19 - FITC - https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/fic-rat-anti-mouse-cd19.557398?tab=product_details
 CD27 - PE-Cy7 - <https://www.thermofisher.com/antibody/product/CD27-Antibody-clone-LG-7F9-Monoclonal/25-0271-82>
 CD27 - FITC - <https://www.thermofisher.com/antibody/product/CD27-Antibody-clone-LG-7F9-Monoclonal/11-0271-82>
 CD31 - FITC - https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/fic-rat-anti-mouse-cd31.553372?tab=product_details
 CD3e - Biotinylated - <https://www.biolegend.com/en-us/products/biotin-anti-mouse-cd3epsilon-antibody-22>
 CD45 - Brilliant Violet 570 - <https://www.biolegend.com/en-us/products/brilliant-violet-570-anti-mouse-cd45-antibody-7452>
 CD45 - Brilliant Violet 510 - <https://www.biolegend.com/en-us/products/brilliant-violet-510-anti-mouse-cd45-antibody-7995>
 CD45.1 - Brilliant UltraViolet 615 - https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/buv615-mouse-anti-mouse-cd45-1.751467?tab=product_details
 CD45.2 - Violet450 - <https://www.fishersci.com/shop/products/violet-450-ms-cd45-2-104-100ug/501055147?searchHijack=true&searchTerm=50-105-5147&searchType=RAPID&matchedCatNo=50-105-5147>
 CD64 - PE-Cy7 - <https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-cd64-fcgammari-antibody-10062>
 CD88 - Brilliant Violet 421 - https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv421-rat-anti-mouse-cd88.743769?tab=product_details
 CD88 - Biotinylated - <https://www.biolegend.com/en-us/products/biotin-anti-mouse-cd88-c5ar-antibody-7785>
 CD88 - PerCP-Cy5.5 - <https://www.biolegend.com/en-us/products/percp-cyanine5-5-anti-mouse-cd88-c5ar-antibody-16366>
 CD90.2 - Biotinylated - <https://www.biolegend.com/en-us/products/biotin-anti-mouse-cd90-2-thy1-2-antibody-103>
 CD90.2 - Brilliant Violet 786 - https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv786-rat-anti-mouse-cd90-2.564365?tab=product_details
 CD90.2 - Brilliant UltraViolet 496 - https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv496-rat-anti-mouse-cd90-2.564365?tab=product_details

reagents/single-color-antibodies-ruo/buv496-rat-anti-mouse-cd90-2.741046?tab=product_details
 CSF1-R - Brilliant Violet 711 - <https://www.biolegend.com/en-us/products/brilliant-violet-711-anti-mouse-cd115-csf-1r-antibody-9030>
 CXCR6 - PE - <https://www.biolegend.com/en-us/products/pe-anti-mouse-cd186-cxcr6-antibody-12545>
 CXCR6 - Alexa Fluor 647 - <https://www.biolegend.com/en-us/products/alexa-fluor-647-anti-mouse-cd186-cxcr6-antibody-15231>
 CXCR6 - APC-Fire750 - <https://www.biolegend.com/en-us/products/apc-fire-750-anti-mouse-cd186-cxcr6-antibody-21764>
 EpCAM - Brilliant Violet 605 - <https://www.biolegend.com/en-us/products/brilliant-violet-605-anti-mouse-cd326-ep-cam-antibody-9968>
 EpCAM - Brilliant Violet 650 - <https://www.biolegend.com/en-us/products/brilliant-violet-650-anti-mouse-cd326-ep-cam-antibody-19847>
 EpCAM - PE-Cy7 - <https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-cd326-ep-cam-antibody-5303>
 FceR1a - Biotinylated - <https://www.thermofisher.com/antibody/product/FceR1-alpha-Antibody-clone-MAR-1-Monoclonal/13-5898-82>
 FLT3 - PE-Cy7 - https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-cy7-rat-anti-mouse-cd135-flt3.567594?tab=product_details
 FLT3 - PE-CF594 - https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-cf594-rat-anti-mouse-cd135.562537?tab=product_details
 ICAM-1 - PerCP-Cy5.5 - <https://www.biolegend.com/en-us/products/percp-cyanine5-5-anti-mouse-cd54-antibody-14748>
 IL1R2 - PE - https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-rat-anti-mouse-cd121b.554450?tab=product_details
 IL7R - APC - <https://www.biolegend.com/en-us/products/apc-anti-mouse-cd127-il-7alpha-antibody-6191>
 IL7R - Brilliant Violet 785 - <https://www.biolegend.com/en-us/products/brilliant-violet-785-anti-mouse-cd127-il-7alpha-antibody-10803>
 IL7R - PE - <https://www.fishersci.com/shop/products/pe-ms-cd127-a7r34-100ug/502014707?searchHijack=true&searchTerm=50-1271-U100&searchType=RAPID&matchedCatNo=50-1271-U100>
 IL7R - Brilliant UltraViolet 737 - https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/buv737-rat-anti-mouse-cd127.612841?tab=product_details
 KLRG1 - FITC - <https://www.thermofisher.com/antibody/product/KLRG1-Antibody-clone-2F1-Monoclonal/11-5893-82>
 Ly6C/Ly6G - eFluor 450 - <https://www.thermofisher.com/antibody/product/Ly-6G-Ly-6C-Antibody-clone-RB6-8C5-Monoclonal/48-5931-80>
 Ly6C - Brilliant Violet 711 - <https://www.biolegend.com/en-us/products/brilliant-violet-711-anti-mouse-ly-6c-antibody-8935>
 Ly6D - eFluor 450 - <https://www.thermofisher.com/antibody/product/Ly-6D-Antibody-clone-49-H4-Monoclonal/48-5974-80>
 Ly6D - FITC - <https://www.biolegend.com/en-us/products/fits-anti-mouse-ly-6d-antibody-7769>
 Ly6G - Biotinylated - <https://www.biolegend.com/en-us/products/biotin-anti-mouse-ly-6g-antibody-4772>
 Ly6G - APC-Fire 810 - <https://www.biolegend.com/en-us/products/apc-fire-810-anti-mouse-ly-6g-antibody-21380>
 MHC Class II (I-A/I-E) - PerCP-Cy5.5 - <https://www.fishersci.com/shop/products/percp-cy5-5-ms-mhclassii/502014823?searchHijack=true&searchTerm=65-5321-U100&searchType=RAPID&matchedCatNo=65-5321-U100>
 MHC Class II (I-A/I-E) - Alexa Fluor 700 - <https://www.biolegend.com/en-us/products/alexa-fluor-700-anti-mouse-i-a-i-e-antibody-3413>
 MHC Class II (I-A/I-E) - Brilliant Violet 480 - https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv480-rat-anti-mouse-i-a-i-e.566086?tab=product_details
 MHC Class II (I-A/I-E) - Brilliant UltraViolet 563 - https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/buv563-rat-anti-mouse-i-a-i-e.748846?tab=product_details
 NCAM-1 - Brilliant UltraViolet 661 - https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/buv661-rat-anti-mouse-cd56-ncam-1.750021?tab=product_details
 NCAM-1 - Brilliant Violet 480 - https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv480-rat-anti-mouse-cd56-ncam-1.748095?tab=product_details
 Neuropilin-1 - Brilliant Violet 421 - <https://www.biolegend.com/en-us/products/brilliant-violet-421-anti-mouse-cd304-neuropilin-1-antibody-8731>
 NK1.1 - eFluor 450 - <https://www.thermofisher.com/antibody/product/NK1-1-Antibody-clone-PK136-Monoclonal/48-5941-82>
 NK1.1 - Biotinylated - <https://www.biolegend.com/en-us/products/biotin-anti-mouse-nk-1-1-antibody-428>
 NK1.1 - Brilliant Violet 510 - <https://www.biolegend.com/en-us/products/brilliant-violet-510-anti-mouse-nk-1-1-antibody-8615>
 NKp46 - Brilliant Violet 650 - <https://www.biolegend.com/en-us/products/brilliant-violet-650-anti-mouse-cd335-nkp46-antibody-15729>
 PD1 - Brilliant Violet 785 - <https://www.biolegend.com/en-us/products/brilliant-violet-785-anti-mouse-cd279-pd-1-antibody-9874>
 Podoplanin - PE-Cy7 - <https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-podoplanin-antibody-6674>
 RORgt - PE-C594 - https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-cf594-mouse-anti-mouse-ror-t.562684?tab=product_details
 SiglecF - Brilliant Violet 421 - https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv421-rat-anti-mouse-siglec-f.562681?tab=product_details
 SiglecF - PE-Cy7 - <https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-cd170-siglec-f-antibody-20500>
 SiglecF - PerCP-Fire 806 - <https://www.biolegend.com/en-us/products/percp-fire-806-anti-mouse-cd170-siglec-f-antibody-23384>
 SiglecH - PerCP-Cy5.5 - <https://www.biolegend.com/en-us/products/percp-cyanine5-5-anti-mouse-siglec-h-antibody-6927>
 SiglecH - Alexa Fluor 647 - <https://www.biolegend.com/en-us/products/alexa-fluor-647-anti-mouse-siglec-h-antibody-5179>
 SiglecH - Brilliant UltraViolet 395 - https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/buv395-rat-anti-mouse-siglec-h.567814?tab=product_details
 SIRP-a - Brilliant Violet 605 - https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv605-rat-anti-mouse-cd172a.740390?tab=product_details
 Streptavidin - Brilliant UltraViolet 737 - https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/buv737-streptavidin.612775?tab=product_details
 Streptavidin - Brilliant Violet 421 - <https://www.biolegend.com/en-us/products/brilliant-violet-421-streptavidin-7297>
 TCR b - APC-Cy7 - <https://www.biolegend.com/en-us/products/apc-cyanine7-anti-mouse-tcr-beta-chain-antibody-4137>
 TCR b - Alexa Fluor 700 - <https://www.thermofisher.com/antibody/product/TCR-beta-Antibody-clone-H57-597-Monoclonal/56-5961-82>
 TCR b - Biotinylated - <https://www.biolegend.com/en-us/products/biotin-anti-mouse-tcr-beta-chain-antibody-269>
 TCR gd - Biotinylated - <https://www.thermofisher.com/antibody/product/TCR-gamma-delta-Antibody-clone-UC7-13D5->

Monoclonal/13-5811-85
 TCR gd - Brilliant Violet 421 - <https://www.biolegend.com/en-us/products/brilliant-violet-421-anti-mouse-tcr-gamma-delta-antibody-7249>
 Ter-119 - Biotinylated - <https://www.biolegend.com/en-us/products/biotin-anti-mouse-ter-119-erythroid-cells-antibody-1864>
 VCAM-1 - APC - <https://www.biolegend.com/en-us/products/apc-anti-mouse-cd106-antibody-6079>
 XCR1 - Brilliant Violet 650 - <https://www.biolegend.com/en-us/products/brilliant-violet-650-anti-mouse-rat-xcr1-antibody-12421>
 XCR1 - PerCP-Cy5.5 - <https://www.biolegend.com/en-us/products/percp-cyanine5-5-anti-mouse-rat-xcr1-antibody-10397>
 Zombie NIR - <https://www.biolegend.com/en-us/products/zombie-nir-fixable-viability-kit-8657>
 CD16/32 - <https://www.biolegend.com/en-us/products/trustain-fcx-anti-mouse-cd16-32-antibody-5683>

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	AireGreenLantern-T2A-creERT2 and Prdm16-P2A-iCreERT2-T2A-mBaoJin KI mice (referred to as Prdm16creERT2-mBaoJin) were generated as described in the manuscript. RorcVenus-creERT2 (referred to as RorcVenus), Il7rcre, Spi1fl/fl, Toxfl/fl, Tcf7fl/fl, Tnfrsf11acre-GFP, Tnfrsf11afl/fl, Tnfrsf11fl/fl, Twist2cre, Prdm16fl/fl R26:FlpoERT2 Flt3Frt-ITD, Siglechcre and Tcf4STOP mice have been previously described. Rorgtcre, RorgtGFP, R26Isl-tdTomato(Ai14), Cx3cr1cre, C57Bl/6 (CD45.2) and CD45.1 (Ptprck302E) mice were purchased from Jackson Laboratories. Siglechcre mice (Cat. NO. NMKI-231128) were purchased from Shanghai Model Organisms. Mice were analyzed at 2 weeks of age unless otherwise stated.
Wild animals	No wild animals were used in this study.
Reporting on sex	Both male and females were used in the study and we did not observe any sex-specific phenotypes.
Field-collected samples	No field-collected samples were used in this study.
Ethics oversight	Generation and treatments of mice were performed under protocol 21-05-007, approved by the Sloan Kettering Institute (SKI) Institutional Animal Care and Use Committee.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	Sample preparation was performed as described in the methods section
Instrument	BD Aria or Cytex Aurora CS for cell sorting, Cytex Aurora for flow cytometry
Software	Flowjo v10.10.0
Cell population abundance	Frequencies of cell populations are indicated on the flow plots.
Gating strategy	A detailed gating strategy is included in the supplementary information, main or extended figures.
☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

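Single-cell RNA sequencing of sorted mLN cells was analysed from 4 wild-type and 6 RANK-deficient mice at 2 weeks of age. The sort took live cells negative for lineage markers, CD64 and Ly6C and positive for CD90.2, MHCII and RORγt(Venus), without CXCR6. The authors ran the 10 hashtagged mice on 1 lane of the 10x Genomics 3′ v.3.1 assay, aligned to mm10 and counted with Cell Ranger 8.0.0. They assigned hashtags with HTODemux in Seurat 4.4.0 and kept singlets with more than 1800 transcripts, more than 600 genes and under 8% mitochondrial transcripts. They kept genes seen in at least 2 cells, clustered the cells with 50 principal components and 25 neighbours, and removed 7 clusters (B cells, T cells, CCR7+ DCs, cDC2s and low quality). The gene expression file holds raw transcript counts, which was checked on the values: all are whole numbers with totals that differ from cell to cell. The hashtag file holds raw hashtag counts. A table of the authors gives the cluster, cell type and genotype of each cell. It also holds a score for each of 2 map axes, which the authors made with UMAP in Scanpy before deposit, and no result uses these scores. Other experiments of the paper were not analysed here.

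Each cell was given to the mouse of its leading hashtag. Shares of TC subsets were taken per mouse over TC I, TC II, TC III, TC IV, TCP/LTiP and Ki67+ TCs, and shares of LTi cells and NCR+ ILC3 over all cells. Genotypes were compared with two-sided exact permutation tests on the difference of means (scipy 1.17.1), with Benjamini-Hochberg adjustment over 6 and over 2 shares. For gene expression, raw counts were summed per mouse and cell type where at least 5 cells were present, and genes were filtered with filterByExpr, scaled by TMM and tested with edgeR 4.0.16 (quasi-likelihood) in R 4.3.3, at an adjusted p under 0.05. This was done for LTi cells (5307 genes), TC II (5116), TC III (4878), TC IV (6239) and TCP/LTiP (4119). No test of gene expression between genotypes was planned for TC I, Ki67+ TCs and NCR+ ILC3. Whether the response of LTi cells differed from that of TC IV was tested with the interaction of genotype and cell type and with the mouse as block (7445 genes). In this text, normalized CPM are scaled by TMM, and the levels by cell type in wild-type mice are plain CPM. Gene positions are from GENCODE M21 on GRCm38, matched by symbol, as the files give symbols only.

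Before the data were examined, 33 gene lists were fixed, from the paper's text and figures, from Supplementary Table 2, which rests on another experiment, and from textbook knowledge. They were tested within each cell type with camera (limma 3.58.1) at the preset and at an estimated correlation and with fry, where at least 3 members were measured, with adjustment over the lists. Also fixed before the data were examined were the cell types and tests, the alternatives, and the rule for named genes: *Tnfrsf11a*, genes the paper names for a cell type, up to 10 genes in each direction with the largest fold change among those called and without overlap of the genotypes, and up to 4 called members of each list. The text names a part of these, mainly those of known function. Genes named from the interaction are genes named for LTi cells.

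The alternatives were other denominators, cells with at least 5000 transcripts (1451 cells), assignment of each TC to the nearest wild-type subset profile, edgeR on cell numbers, DESeq2's size factors, DESeq2 1.42.0, limma-voom, no filter on low counts, at least 10 cells per mouse, no Y-linked genes or *Xist*, and leaving out each mouse in turn. The study used litter-matched mice of both sexes, and the paper gives neither sex nor litter for each mouse of this experiment. *Xist* was high in 2 of 4 wild-type and in 3 of 6 RANK-deficient mice, so sex was not a term in any fit. The fits within a cell type were tested on simulated data with the dispersion and depth of each comparison. Of 100 genes changed 4-fold, edgeR recovered 90% in LTi cells, 85% in TC II, 84% in TC III, 86% in TC IV and 83% in TCP/LTiP, and of 100 changed 2-fold it recovered 73%, 54%, 55%, 57% and 46%. For the interaction, the simulation gave all genes a single set dispersion and had no effect of the mouse. There, 21.5% of 200 genes changed 4-fold were recovered, which is not the recovery at the dispersion of the data. Counts of other splits of the mice used 100 splits with a fixed seed. Intervals for pooled counts are exact Poisson intervals at 95%, and those for shares of cells are exact binomial intervals.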

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

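The tests of RNA from TCs in LTi cells, of dendritic cells within TC II, of *Tdrkh* and *Mrpl9*, of *Rorc* by cell type, and of other splits of the mice were chosen after the result was seen.

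In LTi cells 991 genes differed between genotypes (edgeR), in TC II 516 and in TC III 182 (71 to 199 without 1 mouse, and 62 with at least 10 cells per mouse), and the paper reports no comparison of genotypes within a cell type. The response to RANK loss differed between LTi cells and TC IV in 249 genes by a test of the interaction. Of 100 splits of the mice, only the real split, 1 of 100, reached the number in LTi cells (highest other 129), in TC II (highest other 144), in TC III (highest other 4) and in the interaction (highest other 10). Chance is thus an unlikely source of each number, though 1 of 100 is the least that 100 splits can show.

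LTi cells outnumbered TC IV in 7 of 10 mice but had fewer transcripts in total (4096189 against 6410272). With each LTi sum held to no more cells and no more counts than TC IV of the same mouse, a median of 540.5 genes still changed over 10 draws (486 to 608), which argues against more cells or counts as the cause. Free RNA in the lane was shared by the cells of all 10 mice, so it could not lower transcripts in RANK-deficient cells alone. RNA could also have reached LTi cells from TCs of the same mouse before the mice were pooled. To lower transcripts in RANK-deficient LTi cells, there would have to be less of it in those mice. TCs were 432 of 726 annotated cells in wild-type mice and 512 of 752 in RANK-deficient mice. The median log2 fold change of 31 transcripts abundant in TCs and scarce in NCR+ ILC3 was −0.4082 (quartiles −1.003 and −0.035), against −2.404 for the MHC class II list. Of the 31, 13 were called lower and 2 higher. LTi cells may make these transcripts themselves, so the median cannot measure such RNA and does not decide this cause. A biological effect of RANK loss on LTi cells remains a hypothesis, and Cre itself, which only RANK-deficient mice carry, was not tested apart.

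*Rorc* was higher in RANK-deficient mice in all 5 cell types tested, though without 1 mouse the call ended in 1 of 10 settings in TC III, 8 in TC IV and 4 in TCP/LTiP. A *Rorgt* cre transgene that carries *Rorc* and its neighbours cannot be told apart from an effect of RANK loss, as no mouse had Cre without the deletion. Neighbours within 100 kb had a median log2 fold change of 0.9179 over 9 gene and cell type pairs, above the bound of 0.5 set beforehand. Of the 9 pairs, 5 are *Gm38411* and *Lingo4*. *Lingo4* starts 241 bp past *Rorc*, so reads that belong to *Rorc* stay open as a source of its rise. *Gm38411* overlaps the start of *Rorc* on the other strand, so such reads do not readily account for it. A transgene that reaches past *Tdrkh* and *Mrpl9* is argued against by their median of −0.1539 over 4 pairs. A response in step with *Tnfrsf11a* is argued against too, since the change of *Rorc* in TC III minus that in LTi cells was −0.6505 (−0.65 with a standard error of 0.231 when taken within each mouse).

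Some genes of classical dendritic cells, 4 of 10 measured, were higher in RANK-deficient TC II, and the list did not pass camera with an estimated correlation (adjusted p = 0.16). *Clec10a*, *Mgl2* and *Itgax* are among the 10 leading genes of the TC II cluster over both genotypes. *Itgax* was detected in 77 of 84 RANK-deficient TC II cells (91.67%) and in 38 of 80 wild-type cells (47.5%), at median depths of 22270 and 23880. Of the 77, 94.81% (95% interval 87.2 to 98.6) also held *Col17a1*, and 95.24% of all RANK-deficient TC II cells did. Most *Itgax*-positive cells thus held this TC II gene. The share follows from the rate in the whole cluster, so it cannot decide whether a few dendritic cells were counted as TC II. In LTi cells, at a median depth of 8511, *Itgax* was detected in 1.55% and *Col17a1* in 8.17%, in TC IV, at 22455, in 21.94% and 48.56% (*Col17a1* in 59.02% of cells with *Itgax*), and barcodes that join a TC II cell and a dendritic cell of the same mouse stay open.

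A mouse lay far from the others of its genotype in 19 of 224 groups of mice, and chance marks about 1 in 20 groups. RANK-deficient mouse 2 accounts for 8 of the 19. It had 17.241% NCR+ ILC3 (others 3.88 to 7.43). In its LTi cells *H2-Aa* was at 1800.6 CPM (others 217 to 387), *H2-Eb1* at 1578.3 (175 to 359), *H2-Oa* at 66.69 (8.38 to 21.2) and *Ltb* at 696.54 (149 to 339). It also had *Dlg2* at 791.56 in TC II (35.3 to 198), *Tnfrsf4* at 956.44 in TC III (133 to 411) and *Atf6* at 476.74 in TCP/LTiP (263 to 329). Wild-type mouse 4 had 18.11% TC III among TCs (others 24.5 to 25.5), *Rorc* at 93.475 CPM in LTi cells (72.4 to 74.6) and 122.4 in TCP/LTiP (51.7 to 57.8), *Clec10a* at 104.36 in TC II (6.31 to 15.3), *Krt8* at 196.56 in TC III (323 to 346) and *Aldh1a2* at 81.101 in TC IV (170 to 187). Wild-type mouse 1 had *Cd4* at 253.64 in LTi cells (290 to 296), wild-type mouse 2 *Aire* at 574.56 in TC III (others from 460), wild-type mouse 3 *Dpp10* at 700.73 in TC III (489 to 524), RANK-deficient mouse 1 *Mmp7* at 47.836 in TC III (0 to 12.2), and RANK-deficient mouse 3 *St7* at 292.19 in TCP/LTiP (185 to 223). No explanation was tested for these mice.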

How the results depend on the processing

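All alternatives here were set before the data were examined, except those of the pooled TC I cells, which, as no tests were planned for them, were chosen after the result was seen. Leaving out 1 mouse in turn, the difference in share of TCs (RANK-deficient minus wild type, percentage points) ranged from −14.474 to −11.092 for TC I and from 17.39 to 23.544 for TC IV. Without each wild-type mouse the adjusted exact permutation p of both was 0.0714, since fewer mice raise the smallest possible p to 0.0238. TC III ranged from −11.815 to −7.813 and passed the threshold only without RANK-deficient mouse 4. Without another mouse its adjusted exact permutation p was up to 0.190. NCR+ ILC3 ranged from 3.0415 to 5.7146 and lost the threshold without wild-type mouse 2 or 4. TC II turned from lower to higher over all annotated cells (0.56662) and without RANK-deficient mouse 4 (range −4.3933 to 0.24556), and Ki67+ TCs over all annotated cells (0.1969) and without RANK-deficient mouse 1 (−1.7557 to 0.2696); neither passed the threshold in any setting. With no filter on low counts, more genes were tested and 846 changed in TC II, 451 in TC III, 146 in TC IV and 151 in TCP/LTiP. With at least 10 cells per mouse, 62 changed in TC III, where 2 RANK-deficient mice were left. DESeq2 called 24 in TC IV and 26 in TCP/LTiP, and cells with at least 5000 transcripts gave 5 in TC IV; the cause was not tested. Without 1 mouse, counts ranged from 721 to 999 in LTi cells, 377 to 574 in TC II, 71 to 199 in TC III (71 without wild-type mouse 1, 93 without 2, 85 without 4), 0 to 17 in TC IV and 0 to 14 in TCP/LTiP. TC IV had 0 without wild-type mouse 3 or 4 or RANK-deficient mouse 1, 2 or 4, 1 without wild-type mouse 1 or RANK-deficient mouse 5 or 6, and 17 without wild-type mouse 2. TCP/LTiP had 0 without wild-type mouse 1 or 2, 14 without wild-type mouse 3 and 11 without RANK-deficient mouse 4; the cause was not tested. In the pooled RANK-deficient TC I cells, *Ncam1* ranged from 37.598 to 77.324 CPM without 1 mouse, *Gal* from 709.37 to 941.08, *Tnfrsf11b* from 130.34 to 167.22 and *Aire* from 7.5196 to 19.141, with the lowest *Ncam1* and *Aire* without RANK-deficient mouse 2. The interaction gave 262 and 355 genes under its alternatives. Named genes were tested again only with DESeq2, with its size factors and without each mouse in turn, and with no other alternative. Of 81 pairs of gene and cell type past the threshold, 67 stayed past it in those of these settings that tested the gene, 14 lost it in at least 1, and 0 changed sign. *Gbp6* and *Ccr10* in LTi cells, *Irf4* in TC II and *Syt1* and *Abca1* in TC III were tested in 7, 8, 8, 8 and 11 of the 12. The 14 are *Cxcr6* in LTi cells, *Relb* and *Irf4* in TC II, *Rorc* and *Gal* in TC III, all 3 genes of TC IV and all 6 of TCP/LTiP. Of simulated 2-fold changes, 46% were recovered in TCP/LTiP, 57% in TC IV and 73% in LTi cells; depth was not varied on its own.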

Differences from the paper's values

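No tests in this part were chosen after the result was seen. With the shares taken over TCs, no value differed from the paper's by the rule used here. Over all annotated cells, the wild-type shares of TC I, TC II, TC III and TC IV, at 10.8%, 11.1%, 13.8% and 10.9%, differed (about 18%, about 19%, about 23% and about 18% in Fig. 5g, read by eye). The paper states 1505 cells and a median of 13768 transcripts, and the files hold 1478 cells with a median of 13498.

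The paper states a reduced proportion of TC III. Here the share was lower too, by exact permutation test with adjusted p = 0.0952, and it reached the threshold without RANK-deficient mouse 4 (0.0317). Without another mouse the adjusted p from this test was up to 0.190. The paper calls TC I lost, and 27 cells of RANK-deficient mice were annotated as TC I by the authors. Its statement also rests on flow cytometry counts (Fig. 5f), where it reports TC I as completely absent. The source data of Fig. 5g are headed as percent, and 60 of 60 values equal the cell number of the same mouse, with sums of 60 to 127 per mouse.

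The paper states that RANK, read from a GFP reporter in other mice, is highest in TC I. In the wild-type mice here, *Tnfrsf11a* transcripts were at 86.0 ± 11.4 CPM (SD, n = 4 mice) in TC I, 198 ± 38.7 in TC III and 165 ± 19.9 in TC IV. *Tnfrsf11a* was highest in TC III in 2 mice and in TC IV in 2 mice.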

Other observations

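The test of the TC IV share without TC I and TC III, and the splits of the mice, were tests chosen after the result was seen.

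RANK-deficient TC II held more transcripts of *Itgax*, which encodes CD11c (log2 fold change 2.18, adjusted p = 2.2e-05 from edgeR), of the lectins *Clec10a* (2.75, and 4.44 without wild-type mouse 4, where it was at 104.36 CPM against 6.31 to 15.3 in the other wild-type mice) and *Mgl2* (2.27), and of *Il1b*, an inflammatory cytokine (3.10). They held fewer of *Clic3*, a chloride channel protein (−4.88), *Timp3*, a protease inhibitor (−4.05), and *Col17a1* (−0.78). Of 10 measured classical dendritic cell genes 4 were higher and none was lower (the same numbers when adjusted over the list alone), with camera at an adjusted p of 0.0018, and 0.16 with an estimated correlation. Of 14 measured genes of MHC class II antigen presentation 5 were higher and 1 lower (the same numbers when adjusted over the list alone), among them *H2-Ab1* (0.63) and *Cd74* (0.45), with camera upwards at an adjusted p of 0.0013, and 0.16 with an estimated correlation. Of 16 measured dissociation and stress genes 4 were higher and none lower (8 higher when adjusted over the list alone), with camera at an adjusted p of 6.5e-05, and 0.16 with an estimated correlation. The 1 list that passed with an estimated correlation in TC II was that of Thetis–LTi progenitor genes of Supplementary Table 2, with 32 of 135 higher and 6 lower (46 and 9 when adjusted over the list alone) and camera at an adjusted p of 4.8e-08, and 0.0079 with an estimated correlation. Of 5116 measured genes 293 were higher and 223 lower, and DESeq2 called 481 of the 516.

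In RANK-deficient TC III, *Aire* fell from 494 ± 53.6 CPM (SD, n = 4 mice) to 143 ± 54.6 (SD, n = 6), a log2 fold change of −1.70 (adjusted p = 0.00096 from edgeR). *H2-M2*, a class Ib molecule (−2.68), *Spib*, a transcription factor (−1.19), and the keratin *Krt8* (−1.40) fell too. So did *Gal* (−1.64, with an adjusted p from edgeR of 0.055 without wild-type mouse 1), which the paper names for TC I. *Syt1*, a synaptic vesicle protein (−2.62), and *Dpp10*, a potassium channel subunit (−2.30), fell as well, and both are among the 10 leading genes of the TC I cluster. *Dpp10* also fell in TC II (−3.00). No set test was made of TC I genes, and TC I cells counted among wild-type TC III were not tested for. The lipid transporters *Cd36* (3.88) and *Abca1* (2.58) rose. Of 7 measured AIRE and thymic epithelial-like genes 4 were lower (5 when adjusted over the list alone), with camera at an adjusted p of 4.3e-06, and 0.10 with an estimated correlation. In all 69 genes were higher and 113 lower.

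TC IV changed in 3 genes by edgeR, 4 by limma-voom and 24 by DESeq2, with 522 of 6239 at an unadjusted p under 0.05. These were *Rorc* (1.64), the GTPase regulator *Arhgap31* (−1.13) and the proteasome chaperone *Psmg4* (−1.09), adjusted p = 0.031 each from edgeR. Without 1 mouse these calls ended in 8, 7 and 7 of 10 settings, with adjusted p from edgeR up to 0.098. For TC IV, 3 of 100 splits of the mice called at least as many (highest other 4), and for TCP/LTiP 1 of 100 (highest other 3). TCP/LTiP changed in 6 genes by edgeR, 4 by limma-voom and 26 by DESeq2, with 328 at an unadjusted p under 0.05. *Il23r* rose there by 4.21, from 6.58 to 138 CPM, and *Il1b* fell by 2.62 on the log2 scale. These calls ended without wild-type mouse 1 or 2, and that of *Il1b* also ended without RANK-deficient mouse 3. In TCP/LTiP, 2 of 6 type 3 cytokine genes, *Il23r* and *Rorc* (1.60), were higher and none lower (4 higher when adjusted over the list alone), with camera at an adjusted p of 3.3e-06, and 0.049 with an estimated correlation. Neither these changes nor that of the list can be told apart there from an effect of the *Rorgt* cre allele. Of 247 LTiP genes of Supplementary Table 2 none was higher and 1 lower (17 and 1 when adjusted over the list alone), with camera upwards at an adjusted p of 4.5e-10, and 0.064 with an estimated correlation. Of 237 TCP genes none passed (none when adjusted over the list alone), with camera downwards at an adjusted p of 0.0035, and 0.15 with an estimated correlation. The cluster joins TCP and LTiP, and a change of their mix was not tested apart from a change within the cells. By the interaction test, the change in LTi cells exceeded that in TC IV for *H2-Aa* (difference −3.17, adjusted p = 1.1e-05 from edgeR), *Traf1* (−1.25) and *Il22* (1.98, adjusted p = 0.034 from edgeR), and for *Rorc* the difference was 0.15 (adjusted p = 0.91 from edgeR).

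The larger TC IV share could follow by arithmetic from the smaller shares of TC I and TC III. Among TC II, TC IV, TCP/LTiP and Ki67+ TCs alone, TC IV made up 30.9% ± 6.03 (SD, n = 4 mice) in wild-type and 48.3% ± 9.90 (SD, n = 6) in RANK-deficient mice (exact permutation p = 0.009524). This argues against the smaller shares of TC I and TC III as the whole cause. The value is still a share, so it cannot tell more TC IV cells from fewer cells of the other subsets. The paper counted TC subsets by flow cytometry in *Rorgt* cre*Tnfrsf11a* fl/fl mice (Fig. 5f). From these counts its text states that TC I was absent and TC III modestly reduced, and names no change of TC IV.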
